# Defining behavioral and molecular differences between summer and migratory monarch butterflies

**DOI:** 10.1186/1741-7007-7-14

**Published:** 2009-03-31

**Authors:** Haisun Zhu, Robert J Gegear, Amy Casselman, Sriramana Kanginakudru, Steven M Reppert

## Abstract

**Background:**

In the fall, Eastern North American monarch butterflies (*Danaus plexippus*) undergo a magnificent long-range migration. In contrast to spring and summer butterflies, fall migrants are juvenile hormone deficient, which leads to reproductive arrest and increased longevity. Migrants also use a time-compensated sun compass to help them navigate in the south/southwesterly direction en route for Mexico. Central issues in this area are defining the relationship between juvenile hormone status and oriented flight, critical features that differentiate summer monarchs from fall migrants, and identifying molecular correlates of behavioral state.

**Results:**

Here we show that increasing juvenile hormone activity to induce summer-like reproductive development in fall migrants does not alter directional flight behavior or its time-compensated orientation, as monitored in a flight simulator. Reproductive summer butterflies, in contrast, uniformly fail to exhibit directional, oriented flight. To define molecular correlates of behavioral state, we used microarray analysis of 9417 unique cDNA sequences. Gene expression profiles reveal a suite of 40 genes whose differential expression in brain correlates with oriented flight behavior in individual migrants, independent of juvenile hormone activity, thereby molecularly separating fall migrants from summer butterflies. Intriguing genes that are differentially regulated include the clock gene *vrille *and the locomotion-relevant *tyramine beta hydroxylase *gene. In addition, several differentially regulated genes (37.5% of total) are not annotated. We also identified 23 juvenile hormone-dependent genes in brain, which separate reproductive from non-reproductive monarchs; genes involved in longevity, fatty acid metabolism, and innate immunity are upregulated in non-reproductive (juvenile-hormone deficient) migrants.

**Conclusion:**

The results link key behavioral traits with gene expression profiles in brain that differentiate migratory from summer butterflies and thus show that seasonal changes in genomic function help define the migratory state.

## Background

Eastern North American monarch butterflies (*Danaus plexippus*) undergo a spectacular fall migration during which they travel distances up to ~4000 km to reach their overwintering grounds in central Mexico [1]. In contrast to spring and summer butterflies, fall migrants are juvenile hormone (JH) deficient, which leads to reproductive arrest (diapause), increased longevity, and increased abdominal fat stores [2,3]. Fall migrants also use a time-compensated sun compass to help them navigate in the south/southwesterly direction [4-6]. Reproductive quiescence persists at the overwintering areas in Mexico until spring, when the butterflies break diapause, become reproductively competent, mate, and fly northward to lay fertilized eggs on newly emerged milkweed plants in the southern United States [7,8].

The migrant offspring give rise to three to four successive generations of reproductively active butterflies that repopulate the northern range of their habitat. It is unclear whether the successive generations of spring and summer butterflies have oriented flight activity to the north and/or whether they are following the progressive northerly increase in milkweed abundance, while avoiding undue heat stress that would occur if they remained in the southern United States throughout the summer [7]. The late-July/early-August generations of summer butterflies, some of whose offspring become fall migrants, appear to be the best example of butterflies that do not exhibit oriented flight behavior [9,10]. However, the precise type of flight behavior that the summer monarchs actually manifest has not been rigorously examined. It is also unclear whether JH deficiency and the accompanying reproductive quiescence are required for ongoing time-compensated sun compass orientation in fall migrants.

We recently developed a brain expressed sequence tag (EST) resource for monarch butterflies that likely represents ~50% of genes in the monarch genome [11]. Using high-density microarrays of the 9417 unique cDNA sequences in the EST resource, a blueprint of gene expression patterns can be compared and contrasted between different conditions that may help define the molecular substrates that characterize the summer and migratory states.

Here we show that increasing JH activity to induce summer-like reproductive development in fall migrants did not alter directional flight behavior or its time-compensated orientation, as monitored in a flight simulator. Summer butterflies, on the other hand, uniformly failed to exhibit directional, oriented flight. Microarray analysis revealed 40 JH-independent genes whose differential expression in brain correlated with directional flight behavior in fall migrants. Moreover, we have identified 23 JH-dependent genes in brain, which separate reproductive from non-reproductive butterflies. These data provide an unprecedented foray into the genomic regulation of migratory behaviors in monarch butterflies.

## Results and discussion

### Increased juvenile hormone activity in migrants does not disrupt directed flight or time-compensated orientation

Because several aspects of migratory behavior are a consequence of continued JH deficiency, for example, reproductive quiescence and increased longevity [2,3], we examined whether the oriented flight behavior characteristic of fall migrants also depends on persistent JH insufficiency. This was evaluated by increasing JH activity with the potent JH analog methoprene [12] and then monitoring the effect on reproductive state and time-compensated flight orientation. Preliminary studies showed that the topical treatment of migrants with 200 μg of methoprene on day 1 and day 3 consistently led to summer-like reproductive development in both sexes by day 14, while vehicle (control) applications of acetone did not (data not shown; see below).

Both methoprene- and vehicle-treatment groups were housed indoors in either a 12 hr light-12 hr dark (LD) cycle that was timed to coincide with the prevailing lighting conditions or a 6 hr-delayed LD cycle. These two lighting cycles, which differed in their timing relative to each other, were used to test whether flight orientation was time compensated, because altering the timing of the daily light-dark cycle should cause predictable changes in the direction the butterflies fly, if time compensation is operable. For example, the 6-hr delay in LD should cause a clockwise shift in orientation of 72° to 120°, relative to the non-shifted LD group, if flight direction is fully time compensated; the degree of the shift expected depends on how rapidly the sun's azimuth varies during the time of day the studies were performed, which was 12° to 20° per hour for the current studies.

Fourteen days after the first methoprene treatment, butterflies housed in either LD or the 6-hr delayed LD cycle were tethered, and over the next 5 days individual flight direction and group orientation were examined in butterflies flown outdoors in a flight simulator. Of 62 migrants that flew continuously for 5 to 10 min in the simulator, 48 individuals (77% of total) flew directionally, which was defined as flying with a *Z*-score ≥ 500 (Figure 1); these directional migrants comprised the four groups that were evaluated for the time-compensated orientation analysis (Figure 2).

**Figure 1:**
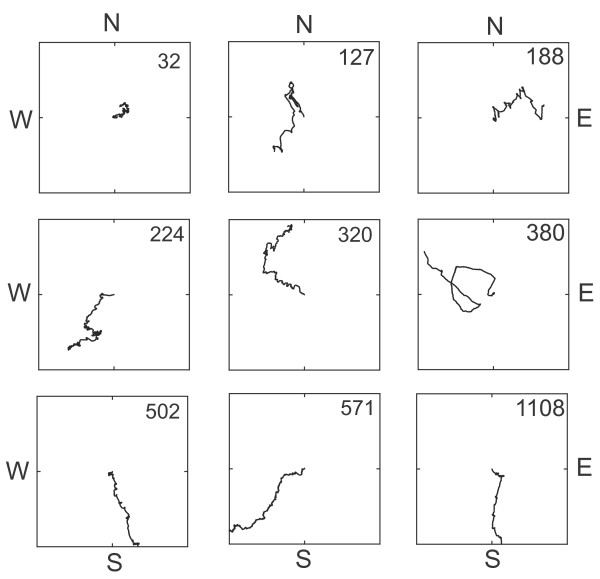
**Relationship between virtual flight path and *Z*-score value**. To obtain *Z*-scores (shown upper right of each graph), flight data for each butterfly tested in the flight simulator were analyzed using a Rayleigh test. *Z*, which is the critical value for the Rayleigh test, is calculated from the following formula: *Z *= *nr*^2^, where *n *is the number of observations and *r *is the magnitude of the mean vector. Only butterflies with a *Z*-score 500 or above have a flight path that shows clear directionality. Virtual flight paths were constructed by starting in the center of the square and plotting each direction interval consecutively as one unit length [5].

**Figure 2:**
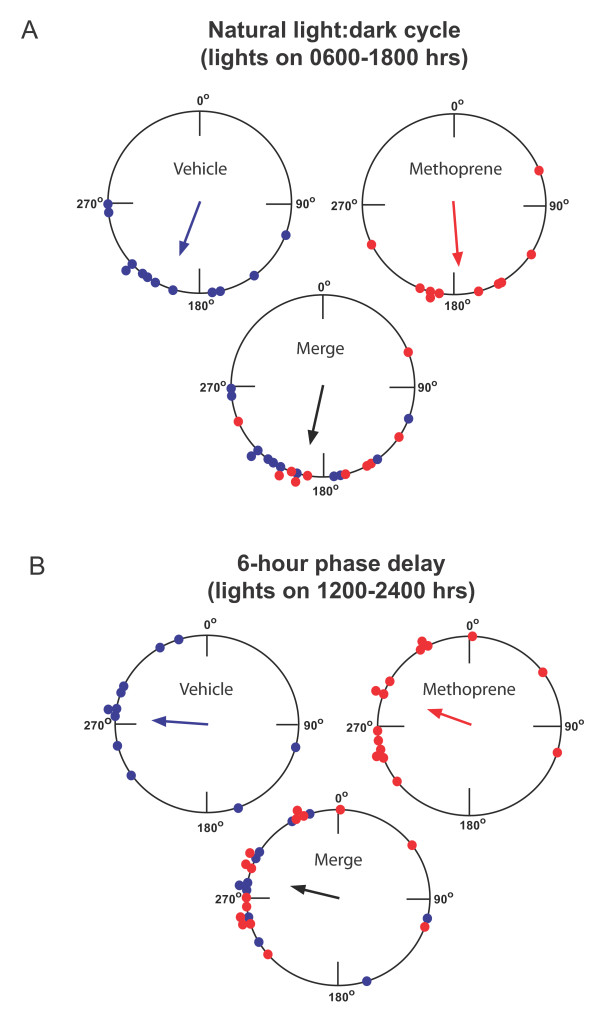
**Reproductive migrants show time-compensated sun compass orientation**. (A) Vehicle- and methoprene-treated migrants housed under normal fall conditions show a flight orientation in the south/southwesterly direction. Migrants were housed in a light-dark cycle with lights on from 0600 to 1800 hours EST with a temperature cycle of 23°C during light-12°C during dark before being tested outdoors in a flight simulator. The migrants were flown between 1230 and 1530 hours from 19 September to 15 October 2007. The large circles represent the 360° of possible direction (0° = north). The small solid circles on the perimeter represent the mean orientation of individual butterflies. Blue, vehicle-treated migrants; red, methoprene-treated migrants; merge, combined data. The arrow indicates the mean vector, and the length of the arrow represents the strength (*r *value). (B) Vehicle- and methoprene-treated migrants housed under a 6-hr phase delayed lighting cycle show a flight orientation in the west/northwesterly direction. Migrants were housed in light-dark cycle with lights on from 1200 to 2400 hours EST with a temperature cycle of 23°C during light-12°C during dark before being tested outdoors in a flight simulator. The migrants were flown between 1230 and 1530 hours from 19 September to 15 October 2007. The large circles represent the 360 of possible direction (0° = north). The small solid circles on the perimeter represent the mean orientation of individual butterflies. Blue, vehicle-treated migrants; red, methoprene-treated migrants; merge, combined data. The arrow indicates the mean vector, and the length of the arrow represents the strength (*r *value).

Regardless of treatment (methoprene or vehicle), group analyses showed that the directional fall migrants manifested time-compensated flight orientation (Figure 2). Both treatment groups housed under prevailing LD conditions were oriented significantly in the south/southwesterly direction (Figure 2A); vehicle-treated migrants had an orientation vector (α) of 202.6° (*n *= 12, *r *= 0.714, *p *= 0.001) (Figure 2A, upper left, small blue circles), similar to what we have reported before for untreated migrants [4], and methoprene-treated migrants had an α of 173° (*n *= 10, *r *= 0.713, *p *= 0.004) (Figure 2A, upper right, small red circles). The mean flight orientation did not differ between vehicle- and methoprene-treated migrants (*p *= 0.18; Watson-Williams F-test) and the combined α was 189.2° (*n *= 22, *r *= 0.69, *p *< 0.00001) (Figure 2A, lower, merge).

Both treatment groups housed under the 6 hr-delayed LD cycle were oriented significantly in the west/northwesterly direction (Figure 2B); vehicle-treated migrants had an α of 276.9° (*n *= 11, *r *= 0.58, *p *= 0.021) (Figure 2B, small blue circles), and methoprene-treated migrants had an α of 291.6° (*n *= 15, *r *= 0.566, *p *= 0.006) (Figure 2B, small red circles). Again, the mean flight orientation did not differ between vehicle- and methoprene-treated migrants (*p *= 0.573; Watson-Williams F-test) and the combined α was 285.3° (*n *= 26, *r *= 0.567, *p *= 0.0001) (Figure 2B, merge).

The direction and magnitude of the group orientation difference between the merged LD and 6 hr-shifted LD groups (a clockwise shift of 96.1°; *p *< 0.00001, Watson-Williams F-test) are those expected of a time-compensated sun compass that has been delayed by 6 hrs (compare merged data in lower rows of Figure 2A and 2B). There were no significant sex differences in either the degree of individual directionality or group orientation of the migrants tested (Figure 3).

**Figure 3:**
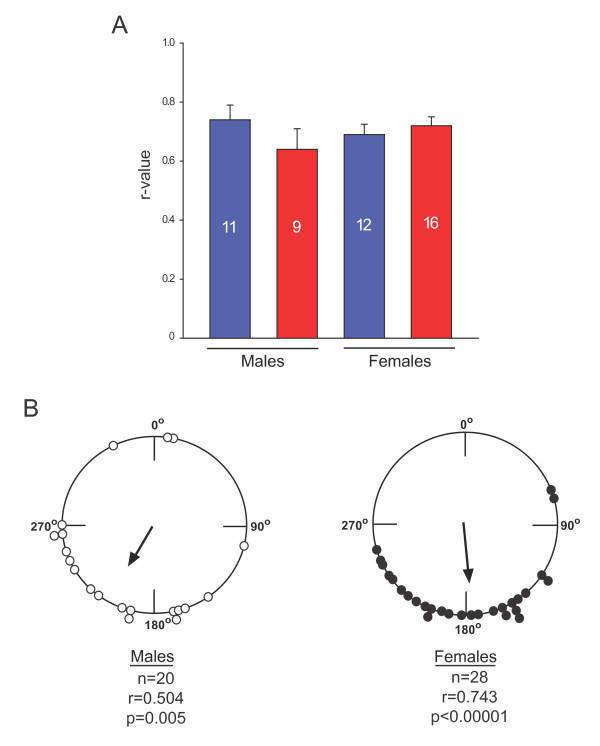
**Flight direction and orientation do not differ between male and female migrants**. A. *R*-values of flight direction were similar between treatment groups (vehicle = blue; methoprene-treated = red) and between sexes. B. Mean orientation of all directional butterflies did not differ between males and females (*p *> 0.05). The data were standardized to orientation relative to LD for both the LD and the 6-hr phase delayed LD groups to directly compare orientation of all the animals of each sex used for the studies in Figure 2.

Postmortem analysis of the oriented butterflies revealed that the methoprene-treated male and female migrants all had activated reproductive systems; male reproductive organ weights were almost doubled compared with the vehicle group (*p *< 0.0001), and >100 mature oocytes were found in the methoprene-treated females (Figure 4A). Furthermore, all methoprene-treated females and 50% of the methoprene-treated males examined exhibited reproductive behavior by forming mating pairs when exposed to high-intensity light and increased temperature (25°C) from day 14 to 16 after the start of methoprene treatments; this behavior was rarely observed in the vehicle-treated animals exposed to the same conditions (Figure 4B).

**Figure 4:**
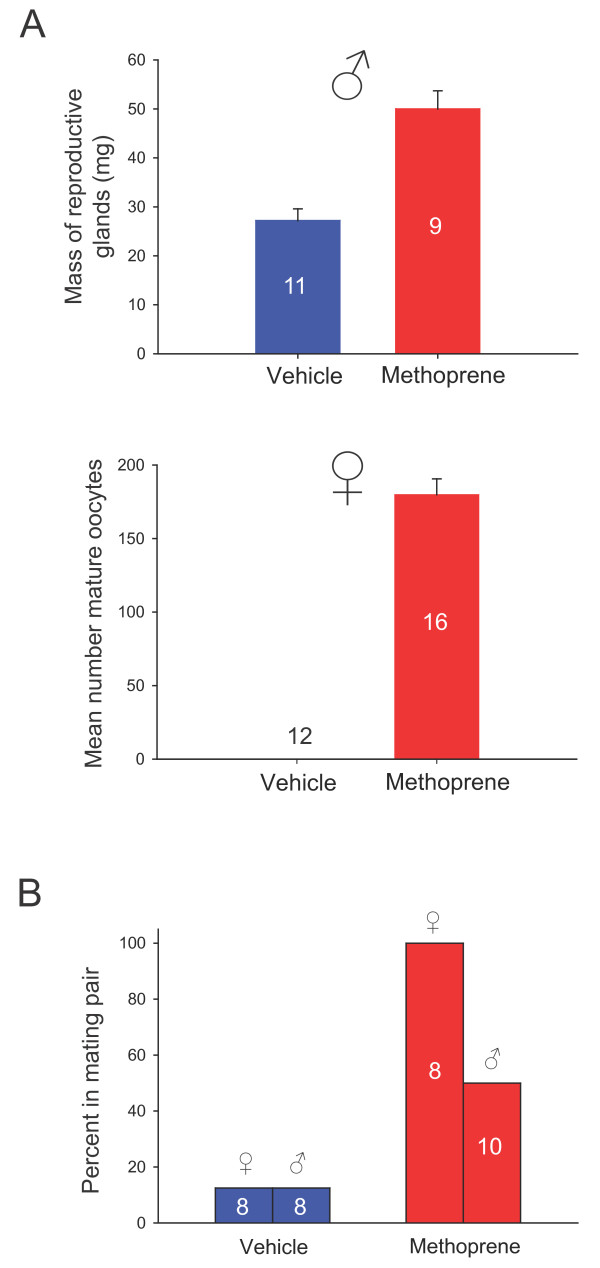
**Methoprene increases reproductive organ development and mating behavior in fall migrants**. (A) Reproductive development is increased in fall migrants following methoprene treatment. Numbers represent the animals examined. Postmortem reproductive development was assessed for all migrants depicted in Figure 2; vehicle-treated migrants (blue bars) and methoprene-treated migrants (red bars). Reproductive development of male migrants (upper panel) was quantified by extracting and weighing reproductive glands (tubular gland and ejaculatory duct), while reproductive development of female migrants (lower panel) was quantified by counting all mature oocytes (that is, those with well-defined ridged chorion). (B) Mating behavior was increased in vehicle-treated migrants (blue bars) compared to methoprene-treated migrants (red bars). Numbers represent the animals tested. To assess mating behavior, male and female butterflies from each group were placed together in flight cages under high intensity light of 2.6 × 10^5 ^photons/cm^2^/s during the light period of LD at 25°C, and the number of animals in a mating pair was recorded over a 2-day period.

These data show that individual fall migratory monarchs uniformly manifest directed flight and as a group show robust time-compensated sun compass orientation even when their reproductive systems are activated (at the morphological and behavioral levels) by JH analog treatment. Although JH deficiency may be involved in the induction of directional flight and proper sun compass orientation, it is not required for their maintenance.

### Summer butterflies uniformly fail to show directed, oriented flight behavior

Although it has been reported that 'summer' monarchs do not exhibit oriented flight [9,10], until now this has not been evaluated in a flight simulator in which both individual directionality and group orientation can be assessed (see below). We tested these parameters in wild-caught summer butterflies captured in western Massachusetts (latitude 42°59'N) between 20 July and 10 August 2008 and housed indoors in a light-dark cycle that was timed to coincide with the prevailing lighting conditions. These butterflies were reproductive, as most were found in mating pairs while held in screened cages outdoors prior to being flown in a flight simulator. Moreover, fall migrants typically are not found at this locale until after 1 September.

In marked contrast to fall migrants, only 5 of 18 summer butterflies (27.8%) that flew outdoors continuously for 5 to 10 min in the flight simulator flew directionally (with *Z*-scores ≥ 500). This lack of directional flight among individuals was apparent on inspection of the constructed virtual flight paths of the summer butterflies compared with the individual flight paths of both the methoprene-treated and vehicle-treated migrants housed in LD (Figure 5A). We also compared the *r*-values for individual virtual flight paths among the three groups (Figure 5B), because *r*-values are a measure of angular dispersion and range from 0 to 1, in which 0 represents complete dispersion of the data and 1 represents all of the data concentrated in the same direction. The *r*-values differed significantly among the three groups (*p *= 0.005), and the summer butterflies had significantly lower *r*-values than those in the two migrant groups. The five summer animals with directional flight were not oriented significantly in any one direction as a group (*p *> 0.05) (Figure 5C). There were no significant sex differences in either the directionality of flight among individuals or group orientation in the summer butterflies tested (sex ratio was 1:1 within the group; six males and seven females were non-directional; three males and two females were directional).

**Figure 5:**
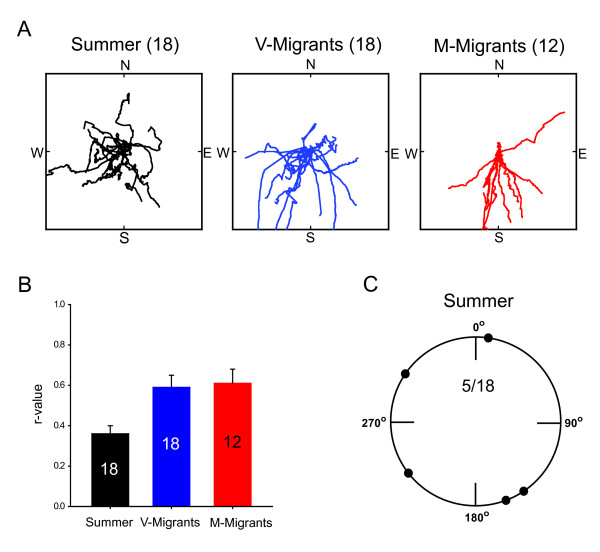
**Reproductive summer butterflies fail to consistently show directional flight**. (A) Virtual flight paths of the individual summer butterflies tested (*n *= 18, black lines), vehicle-treated migrants (V-Migrants; *n *= 18, blue lines; 12 directional [from Figure 2A]/6 non-directional) and methoprene-treated migrants (M-Migrants; *n *= 12, red lines; 10 directional [from Figure 2A]/2 non-directional) flown in flight simulator. The summer butterflies were housed under simulated summer conditions in a light-dark cycle with lights on from 0430 to 1900 hours EST at 20°C for at least three days before being tested outdoors in a flight simulator (flown between 1230 and 1530 hours). Virtual flight paths were constructed by starting in the center of the square and plotting each direction interval consecutively as one unit length [5]. (B) *R*-values for individual virtual flight paths shown in (A). *R*-values differed among summer, vehicle-treated migrants and methoprene-treated migrants (*p *= 0.005). Tukey's pairwise comparisons revealed that summer butterflies had lower *r*-values than vehicle- and methoprene-treated migrants. (C) Flight orientation of summer butterflies. Of the 18 summer butterflies flown in the flight simulator, only five showed significant directional flight. The large circles represent the 360° of possible direction (0° is north), with the small solid circles on the perimeter representing mean orientation for an individual flight.

These data show that the majority of individual mid- to late-summer butterflies exhibit non-directional flight behavior. Although the numbers were small, the data also suggest that as a group those butterflies that were directional were not significantly oriented, as previously suggested [9,10].

### Gene expression profiles in brain correlate with oriented flight behavior in fall migrants

Our behavioral data in migrants suggest that the regulation of directed flight behavior in individuals and group orientation are separable from reproductive state (Figures 2 and 4). It consequently seemed possible that there might be a set of genes that regulates oriented flight behavior in migrants that is independent of the JH pathway. We therefore performed microarray analysis to determine whether there are differentially expressed genes between summer butterflies and fall migrants, irrespective of their reproductive status. These genes might provide insights into brain changes necessary to initiate and maintain oriented flight activity.

We tried to ensure that the animals used for the microarray analyses were handled in a way to minimize the influence of non-migratory factors on gene expression and to mimic the conditions used for our behavioral experiments (Table 1). First, all animals were placed in glassine envelopes to minimize the influence of activity on the array analysis (number of days each group was in the envelopes is depicted in Table 1). Second, all the animals were housed in controlled environmental conditions simulating those in the outside environment at the time of year of collection, as outlined in Table 1; all butterflies were collected in the wild and the locales and times of year of collection were recorded (Table 1). Third, the environmental conditions within the compartments in which the butterflies were housed (lighting cycle, temperature and humidity) were similar to those used to generate the behavioral data for the different groups shown in Figures 1 to 5. Fourth, to minimize time-of-day effects on gene expression, all animals were killed within a 2-hr period encompassing the mid-light time of the light-dark cycle in which the various butterfly groups were housed.

**Table 1:** Animal Characteristics

			Reproductive Status			
					
Category	ID*	Sex	Male (glands weight, g)	Female (# of mature oocytes)	Source/Date Collected	Housing Conditions
	**S**-M03		0.0217			
	**S**-M04		0.0223			
	**S**-M07	Male	0.0218		Near	2 days LD cycle
	**S**-M10		0.0313		Greenfield,	Lights on: 4:38 AM
Summer (S)	**S**-M11		0.0259		Massachusetts	Lights off: 7:09 PM
					(Lat 42°59'N)	Temperature: 20°C
	**S**-F19			70	(Long 72°60'W)	Humidity: 70%
	**S**-F20			88	7/30/07	
	**S**-F21	Female		> 100		
	**S**-F22			> 100		
	**S**-F23			> 100		

	**F**-M07		0.0084		Near	2 days LD cycle
	**F**-M10		0.0056		Port Lavaca,	Lights on: 6:09 AM
	**F**-M23	Male	0.0087		Texas	Lights off: 4:54 PM
	**F**-M29		0.0070		(Lat 28°36'N)	Temperature: 20°C
Fall (F)	**F**-M32		0.0065		(Long 96°37'W)	Humidity: 70%
					10/30/07	
	**F**-F03			0		
	**F**-F13			0		
	**F**-F14	Female		0		
	**F**-F18			0		
	**F**-F21			0		
		
	**M**-M03		0.0357			14 days LD cycle
	**M**-M04		0.0557			Lights on: 6:00 AM
	**M**-M08	Male	0.0341			Lights off: 5:00 PM
Fall methoprene (M)	**M**-M13		0.0559			Temperature (light):
	**M**-M15		0.0578			23°C
						Temperature (dark):
	**M**-F20			> 100		12°C
	**M**-F27			> 100		Humidity: 70%
	**M**-F30	Female		> 100		
	**M**-F23			> 100		
	**M**-F24			> 100		
		
	**V**-M10		0.0179			
	**V**-M13		0.0198			
	**V**-M14	Male	0.0117			
Fall vehicle (V)	**V**-M18		0.0121			
	**V**-M19		0.0106			
			
	**V**-F04			0		
	**V**-F22			0		
	**V**-F24	Female		0		
	**V**-F27			0		
	**V**-F29			0		

*Animal ID code: **Group(S, F, M or V)**-sex (M or F) animal number

We collected total brain RNA from 10 summer butterflies, 10 fall migrants, 10 migrants following methoprene treatment, and 10 migrants following vehicle (acetone) treatment. We checked the reproductive status of all animals to ensure they had the expected reproductive state (Table 1), which was similar to that found in our flight studies (Figure 4A); summer monarchs and methoprene-treated migrants had activated reproductive systems, while untreated and vehicle-treated migrants did not (Table 1). The brain RNAs were amplified and then used to probe a custom Nimblegen array that was designed to analyze the 9417 unique cDNA sequences established in our published brain EST library [11].

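Each array held the brain RNA of 1 wild-caught butterfly. There were 8 groups of 5 animals: males and females of summer butterflies, untreated migrants, methoprene-treated migrants and vehicle-treated migrants. Methoprene, a synthetic analog of juvenile hormone, was given in 2 topical applications of 200 μg. Summer butterflies and untreated migrants had been held for 2 days at 20°C, and methoprene- and vehicle-treated migrants for 14 days at 23°C in the light phase and 12°C in the dark phase. Table 1 and the sample labels gave the same animal IDs, but lights on and lights off stood 1 hour later in the labels in all groups, such as 5:38 and 20:09 in the labels against 4:38 and 19:09 in Table 1 for summer butterflies. The array carried 65788 probes of 9417 cDNAs, with 7 probes for 9377 cDNAs and fewer for 40, and 5000 random-sequence control probes. The authors' array service labeled, hybridized and scanned the samples in a single color and extracted probe intensities with NimbleScan 2.4.31, and it also produced a table of normalized probe values whose steps the paper's text does not name. The scanner values were used here: limma corrected the background (normexp, offset 50), quantile-normalized the arrays and gave, by median polish of the probes' log2 values, a level per cDNA on a log2 scale. The deposited scanner file of untreated female F-F18 was the same as that of untreated male F-M07, and it followed the normalized column of F-M07 (rank correlation 1.0) and not that of F-F18 (0.933), so F-F18 entered only the fits on the table of normalized values and untreated females numbered 4 elsewhere.
Signal over background differed between the arrays. The median cDNA probe was 12.22 times the median control probe over all 39 arrays (range 3.38 to 20.11). In males the median ratio was 7.18 in summer butterflies (5.98 to 12.37), 12.75 in untreated migrants (5.07 to 13.81), 4.58 in methoprene-treated migrants (4.29 to 20.11) and 15.31 in vehicle-treated migrants (12.74 to 18.07). In females it was 12.22 (3.38 to 13.54), 13.62 (11.47 to 14.31), 12.17 (10.67 to 16.54) and 11.75 (8.56 to 14.18) in the same order. The 11 arrays of 3 of the 13 slides had ratios of 3.38 to 7.29 and the other 28 arrays 8.56 to 20.1. These 3 slides held 4 of 5 summer males, 2 of 5 summer females, 1 of 5 untreated males and 4 of 5 methoprene-treated males, and no animal of the other groups, so that a fit without them rests on 1 summer male (S-M11) and 1 methoprene-treated male (M-M15), whose spread is taken to be that of the other groups. All 10 summer butterflies were hybridized in the first of 6 series of slides, with 5 untreated migrants and no treated migrant. The log2 levels were therefore also fitted with slide as a random block, with series as a covariate and without these 11 arrays. With series as a covariate, summer butterflies are set against treated migrants only through untreated migrants of other series. No series held both methoprene- and vehicle-treated males. A call that ends in the fit with series thus does not by itself show an effect of series. The number of arrays limits the precision: in simulated data for summer against untreated males, limma recovered 91% of 2-fold changes and 23.9% of 1.41-fold changes. The simulated arrays varied independently, without effects of slides, so these shares leave out differences between slides.

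**Figure D1:**
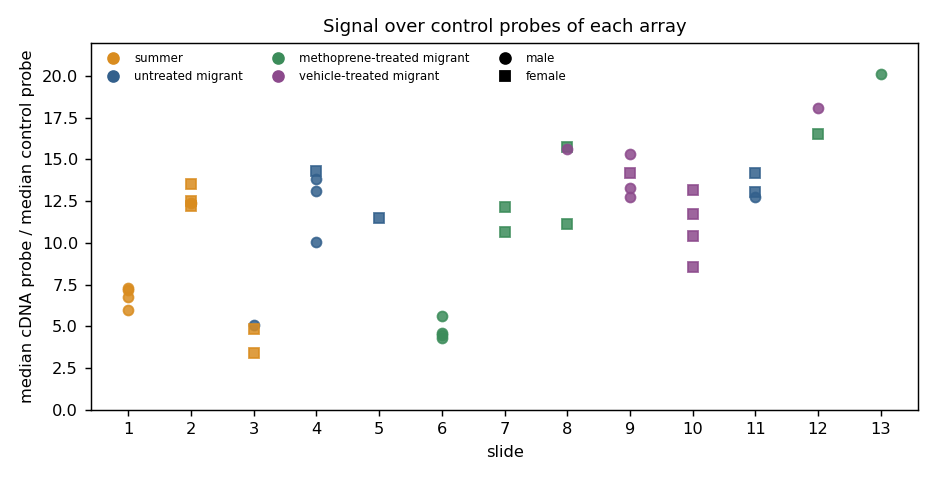
Signal over background of each array, by slide. Each point is an array; the y axis is the median intensity of its cDNA probes divided by the median of its control probes, the x axis is the slide (1 to 13), colors mark the 4 states, and circles are males and squares females; arrays of slides 1, 3 and 6 lie at 7.29 or less.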

To discover genes that might be involved in oriented flight, but not reproduction, we compared the summer group with each of the three fall groups (untreated, methoprene-treated, and vehicle-treated) for males and for females, and looked for gene regulation patterns common among the three comparisons for each sex (Table 2A; see Additional file 1 for specific ESTs and annotation). 

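A Cytochrome P450 cDNA, of an enzyme family that oxidizes steroids and other lipids, rose in summer butterflies against untreated migrants in both sexes, by 1.01 on the log2 scale in males (standard error 0.22, adjusted p = 0.04 from limma) and by 1.35 in females (0.23, adjusted p = 0.0027). HMG Coenzyme A synthase, an enzyme of the mevalonate pathway that supplies the precursors of juvenile hormone, rose in summer males by 1.65 (0.28, adjusted p = 0.007), and its log2 change in females was 0.30 (0.29, adjusted p = 0.62). Its level was 10.3 to 11.1 in the 6 untreated and vehicle-treated males with jhamt, a gene of juvenile hormone synthesis, near the control probes and 11.3 to 13.3 in all other animals. Hemolin, an immunoglobulin-like immune protein of moths and butterflies, fell by 2.36 in summer females (0.29, adjusted p = 8.3e-06), with a log2 change of -1.10 in males (0.27, adjusted p = 0.072). The clock gene period (dpPeriod) fell in summer butterflies against methoprene-treated migrants by 1.05 in males and by 1.24 in females (adjusted p = 2.7e-05 and 4.8e-05), whereas its log2 changes against untreated migrants were -0.19 and -0.25 (adjusted p = 0.59 and 0.47). With slide as a random block the calls of the Cytochrome P450 cDNA (adjusted p = 0.59 in males and 0.096 in females) and of HMG Coenzyme A synthase in males (0.59) ended, and those of hemolin in females (0.0028) and of dpPeriod (0.0064 and 0.0048) passed. Each of these calls ended under at least 1 alternative (4.2e-08 to 0.89 over them).
In males, 17 cDNAs changed between summer butterflies and untreated migrants (14 higher in summer and 3 lower), 2444 against methoprene-treated migrants (1462 and 982) and 2692 against vehicle-treated migrants (1594 and 1098). When arrays were scaled to their 75th percentile, 840 were higher and 880 lower against methoprene-treated migrants. In females the counts were 25 (16 and 9), 122 (62 and 60) and 418 (276 and 142). Without 1 animal these ranged from 6 to 79, 29 to 189 and 175 to 592. At the unadjusted threshold of the study, 714 cDNAs in males (417 higher in summer, 297 lower) and 406 in females (226 and 180) changed in 1 direction in all 3 comparisons. The 3 comparisons share the summer butterflies: random regroupings of the animals gave a median of 17 such cDNAs in males (highest 1290) and 12 in females (highest 256), and independent lists would share 61 and 13.6. With the summer butterflies divided between the comparisons, the smaller part holding 2, the cDNAs called in 1 direction against both untreated and vehicle-treated migrants numbered on average 574 in males (range over the divisions 148 to 884) and 280 in females (141 to 384), against 1121 and 743 with all of them. The smaller groups also detect fewer changes, so this fall does not measure the effect of sharing alone. With slide as a random block, limma called 0 cDNAs in males and 2 in females between summer butterflies and untreated migrants (717 and 1399 unadjusted), 342 and 15 against methoprene-treated migrants and 409 and 34 against vehicle-treated migrants. With series as a covariate the lists held 139 cDNAs in males and 71 in females, and the 17 cDNAs became 2 without F-M23 and 497 without S-M11. Without the 3 slides of low signal, where the summer males are S-M11 alone, the list of males held 95.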

The rationale for this approach was that methoprene would only regulate JH-dependent genes and should not affect genes that regulate directional flight and orientation, as our flight experiments showed that oriented flight was not altered by increasing JH activity (Figures 2 and 4).

**Table 2:** Statistical Comparisons

A. Orientation Genes				
Sex	Comparison Test*	# of significant	# shared in each sex+	# shared by both sexes

	Summer vs. Fall	1009		
Male	Summer vs. Fall methoprene	985	410	
	Summer vs. Fall vehicle	3832		40
	
	Summer vs. Fall	995		
Female	Summer vs. Fall methoprene	960	212	
	Summer vs. Fall vehicle	1465		

B. JH-response Genes				

Sex	Comparison Test*	# of significant	# shared in each sex†	# shared by both sexes

Male	Summer vs. Fall	1009	270	
	Fall methoprene vs. Fall vehicle	3122		23
	
Female	Summer vs. Fall	995	115	
	Fall methoprene vs. Fall vehicle	1195		

*All statistical tests were done using student's *t *test with the numbers of significant genes (*p *< 0.05) shown.

+ See Additional file 1 for specific ESTs and annotation.

† See Additional file 2 for specific ESTs and annotation.

As the comparisons were done separately for males and females, and our behavioral data did not show significant sex differences in flight directionality and orientation (Figure 3), we focused on the common differentially regulated genes that were shared between males and females (Table 2A, right column). Accordingly, we identified 40 cDNAs that were differentially regulated between summer butterflies and fall migrants, irrespective of sex. Furthermore, hierarchical clustering analysis using the individual animal expression data for only these 40 cDNAs showed that all 10 summer animals were clustered together correctly, whereas the three fall groups formed their own separate cluster; bootstrap values supported this trend (Figure 6). 

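Among the cDNAs with a name, a Multiple PDZ domain protein, a scaffold of cell junctions and synapses, rose in summer butterflies against the mean of the 3 migrant groups, with the sexes averaged, by 1.15 on the log2 scale (standard error 0.13, adjusted p = 5.4e-07 from limma). The Na pump alpha subunit, the catalytic part of the sodium-potassium ATPase, rose by 1.06 (0.2, adjusted p = 0.00032), and Platelet-activating factor acetylhydrolase IB subunit alpha rose by 1.23 (0.16, adjusted p = 3.7e-06). The latter was lower in vehicle-treated than in untreated migrants (log2 change -0.88, standard error 0.21). Its summer rise was thus larger against vehicle-treated than against untreated migrants. In summer butterflies Calpain small subunit 1, the regulatory part of calcium-dependent proteases, fell by 1.07 (0.26, adjusted p = 0.0025), and Ribosomal protein L35 fell by 0.93 (0.2, adjusted p = 0.00091). The cDNAs without a name that had the most extreme changes were BF01060A1E08_f1 (1.55) and BF01049B1F07_f1 (1.18), which rose, and BF01059B2B12_f1 (-1.85) and BF01020A1C11_f1 (-1.84), which fell.
In this comparison 3069 of the 9417 cDNAs changed, 1855 higher and 1214 lower in summer butterflies. The count was 1939 without S-F23. The orientation lists of the 2 sexes, made at the unadjusted threshold, shared 117 cDNAs in 1 direction, 69 higher and 48 lower in summer. On the deposited normalized values 57 were higher and 62 lower. Independent lists would share 15.7, and the median over the random regroupings was 0. Both sheets of Additional file 1 list 45 cDNAs, where the text of the paper gives 40, and 31 of the 45 were among the 117. All 45 passed the adjusted threshold against the mean of the migrant groups, and all went in the direction listed, which is not independent evidence because the study chose them on these animals. With slide as a random block 44 of the 45 passed, without the 3 slides of low signal 7, and with series as a covariate 0 by limma, where 723 of all cDNAs passed unadjusted, with all 45 in the listed direction each time. The 117 became 10 without these slides, 15 with series as a covariate and 52 without S-F23. The calls of the 9 cDNAs named here ended with series as a covariate and without these slides (adjusted p 4.3e-09 to 0.96 over the alternatives), where Calpain small subunit 1, BF01059B2B12_f1 and BF01020A1C11_f1 had log2 changes of 0.07, 0.10 and 0.90. That of BF01060A1E08_f1, which was 8.2 to 9 in the 6 untreated and vehicle-treated males with jhamt near the control probes and 10.9 to 13.8 in all other animals, also ended with slide as a random block (adjusted p = 0.058), and that of BF01020A1C11_f1 with signal as a covariate or without S-F23 (adjusted p = 0.05).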

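Clustering by the 45 cDNAs of both sheets placed all 10 summer butterflies on a branch of their own and all 29 migrants on the other, with 9 untreated, 10 methoprene-treated and 10 vehicle-treated animals there. These cDNAs include vrille of the circadian clock, tyramine beta hydroxylase of octopamine synthesis and HMG Coenzyme A synthase of isoprenoid synthesis. The distance was Pearson's over log2 levels with average linkage. Euclidean distance, complete linkage, Ward linkage and the deposited table of normalized values, which holds all 40 animals, gave the same branches. The cDNAs had been chosen on the same animals. When each cDNA was centered on its mean over the animals, a step added after the data were seen, 34 of 39 animals lay on the branch of their state, with 5 untreated migrants among the summer butterflies. Without the 3 slides of low signal, centering left 23 of 28 animals on the branch of their state.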

The expression of 14 genes was increased in migrants, while the expression of 26 genes was increased in summer butterflies (Figure 6, listed from top to bottom of heat map, respectively). 

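Of the 45 cDNAs, 29 were higher in summer butterflies and 16 in migrants. Of 8 chaperones, which fold proteins, 6 fell in summer butterflies against the mean of the migrant groups and 1 rose (7 and 1 when adjusted over the list alone). The 60kDa Heat Shock Protein fell by 0.32 on the log2 scale (standard error 0.07, adjusted p = 0.002 from limma) and heat shock cognate 70 fell by 0.31 (0.07, adjusted p = 0.001), whereas the small heat shock protein lethal (2) essential for life rose by 0.30 (0.09, adjusted p = 0.015). Of 7 enzymes that act on peroxides and oxidized molecules, 5 fell and 2 did not pass (5 fell when adjusted over the list alone), among them glutathione peroxidase, which fell by 0.77 (0.18, adjusted p = 0.0018), and catalase, which fell by 0.30 (0.09, adjusted p = 0.011). The named cDNAs come from the study's own lists on these animals, so these counts are not independent evidence of direction. A fit with slide as a random block passed 2 of the 8 chaperones and 1 of the 7 enzymes, without lethal (2) essential for life and catalase (adjusted p = 0.19 for each). The alternatives gave these 5 cDNAs adjusted p values from 0.00026 to 0.98, all 5 calls ended with series as a covariate and without the 3 slides of low signal, where glutathione peroxidase had a log2 change of 0.02.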

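The Multiple PDZ domain protein had the largest difference of the cDNAs on both sheets of Additional file 1, 2.22-fold higher in summer butterflies than in the mean of the 3 migrant groups. HMG Coenzyme A synthase was 2.08-fold, tyramine beta hydroxylase 1.59-fold and vrille 1.47-fold higher in summer butterflies. Over the 45 cDNAs of both sheets the mean fold was 1.54, the median 1.51 and the lowest 1.15. These folds are antilogs of differences between means of log2 levels.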

The magnitude of the differences was uniformly modest, with a mean expression difference among the 40 genes of 1.70-fold (range = 1.28-fold to 3.21-fold). Nonetheless, the expression profile of these 40 genes appears to predict a critical behavioral characteristic of fall migrants in individual butterflies – oriented flight behavior, independent of reproductive state. It is important to note, however, that some of the differences in gene expression could reflect non-migratory aspects of monarch biology that were hard to control in our studies, including the age of the butterflies and the mixed genetic background inherent in collecting wild animals.

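The tyramine beta hydroxylase and vrille cDNAs belong to the set whose profile was compared between individuals. To test single animals, each butterfly was left out in turn, the cDNAs changed in 1 direction in all comparisons and both sexes were chosen anew from the others, and the animal was given the state of the nearest centroid. Between 52 and 195 cDNAs were chosen. The state was right for 33 of 39 animals, 6 of 10 summer butterflies and 27 of 29 migrants. The most that 100 random regroupings of the animals gave was 29, which calling every animal a migrant would also give. With the shares of summer butterflies and of migrants averaged, 76.6% were right, and at most 72.9% over the regroupings. The 4 summer butterflies taken for migrants, S-M11, S-F19, S-F20 and S-F21, were the 4 animals of a single slide, which no other group shared, and the other 6 summer butterflies were on other slides (exact test over the 3 slides with summer butterflies, run after this was seen, p = 0.0095). The misplaced migrants were F-M07 and F-M29. The deposited normalized values gave 34 of 40. When the relation of each cDNA to signal over control probes was taken out first, which was added after the data were seen, 38 of 39 were right, with 10 of 10 summer butterflies. Leaving out whole slides in place of single animals gave 34 of 39, with 6 of 10 summer butterflies. From the clustering of individuals by the expression profile of these genes, the paper proposes that the profile predicts oriented flight behavior independent of reproductive state. Of the 45 cDNAs of both sheets of Additional file 1, 12 passed between methoprene- and vehicle-treated migrants (1 with slide as a random block). Of all 9417 cDNAs, 1467 did (33 with the block).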

**Figure 6:**
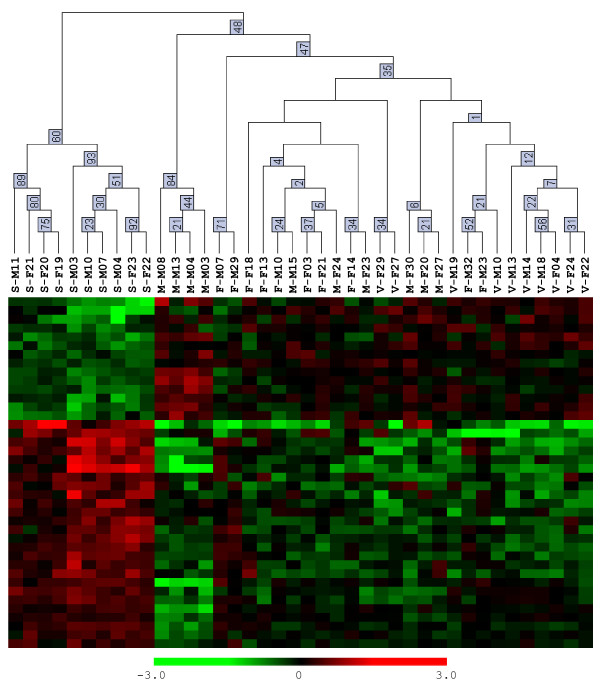
**Clustering of orientation genes**. Hierarchical clustering of individual butterflies (top) based on expression profiles of the 40 regulated genes expressed as heat maps (below). Animal ID code for clustering is as depicted in Table 1. Bootstrap analysis provides confidence values at the nodes. The heat maps show estimated gene expression levels (red upregulated; green downregulated). The genes have been ordered according to *k*-means clustering.

Of the 40 cDNAs, only 25 had matches with other databases, with 24 being annotated with function (Figure 7). 

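Actin related protein 5 fell in summer butterflies from a log2 level of 10.52 ± 0.25 (SD, n = 29) in migrants to 9.95 ± 0.37 (SD, n = 10), a log2 change of -0.57 (standard error 0.11, adjusted p = 0.00032 from limma). CG5045 was 12.24 ± 0.19 in summer butterflies and 12.7 ± 0.34 in migrants (log2 change -0.45, standard error 0.08, adjusted p = 9.9e-05). The eukaryotic translation initiation factor 3 subunit, of the complex that brings mRNA to the small ribosomal subunit, was 11.7 ± 0.14 and 12.11 ± 0.21 (-0.42, 0.08, adjusted p = 0.00016). CG6359 was 13.21 ± 0.19 and 13.66 ± 0.27 (-0.44, 0.08, adjusted p = 0.00022). All 4 were thus higher in migrants, by 1.34- to 1.48-fold, and each difference was larger than the standard deviations within the groups. NADH dehydrogenase, of the electron transport chain, was also higher in migrants, with a log2 change in summer of -0.42 (0.1, adjusted p = 0.0014), while Vacuolar ATP synthase rose in summer butterflies by 0.29 (0.07, adjusted p = 0.0022). Of the 3 cDNAs whose names hold words of electron transport or ATP synthesis these 2 changed. When adjusted over the list alone, which the study chose on these animals, 1 rose and 2 fell. The list follows the names and does not show that its members share a pathway. The calls of all 6 ended with series as a covariate and without the 3 slides of low signal. Their adjusted p ranged from 1.5e-06 to 0.77 over the alternatives, and Vacuolar ATP synthase also lost its call with slide as a random block (adjusted p = 0.077).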

The annotated brain cDNAs that were upregulated in migrants included those involved in cytoskeletal organization (*Actin related protein 5*), ATP dependent proteolysis (*CG5045*), immune responses (*Eukaryotic translation initiation factor 3 subunit *and *CG6359*) and the initiation of translation (*Eukaryotic translation initiation factor 3 subunit*). 

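The abrupt cDNA, which in Drosophila encodes a zinc-finger regulator of dendrite form, rose in summer butterflies from 7.4 ± 0.14 (SD, n = 29 migrants) to 7.75 ± 0.16 (SD, n = 10) on the log2 scale, a change of 0.36 (standard error 0.06, adjusted p = 5.3e-05 from limma). Its level lay below the 95th percentile of the control probes, 7.83 after normalization. Synapse-associated protein 47 kD, a protein of presynaptic terminals, rose from 12.54 ± 0.16 to 12.93 ± 0.23 (0.39, 0.07, adjusted p = 0.00012), and will die slowly, a WD-repeat subunit of histone methyltransferase complexes, rose from 12.5 ± 0.24 to 12.96 ± 0.2 (0.45, 0.08, adjusted p = 8.8e-05). Of 13 synaptic and ion channel cDNAs with a name, 11 were higher in summer butterflies and 2 did not pass (11 when adjusted over the list alone). The synaptic vesicle protein n-synaptobrevin rose by 0.93 (0.21, adjusted p = 0.0013), the para-like sodium channel by 0.45 (0.08, adjusted p = 0.00012) and the soluble nsf attachment protein, which recycles fused vesicle complexes, by 0.51 (0.11, adjusted p = 0.001). Their names come from lists that the study chose on these animals, so their direction is not independent evidence. Of the 13, 9 passed with slide as a random block. For the 6 cDNAs named here the adjusted p ranged from 4.7e-06 to 0.87 over the alternatives, and each call ended with series as a covariate and without the 3 slides of low signal.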

The annotated cDNAs that were upregulated in summer butterflies included those that may be involved in neural and behavioral plasticity, including those involved in neuronal development (*abrupt*), synaptic transmission (*Synapse-associated protein 47 kD*), and cell proliferation (*will die slowly*).

**Figure 7:**
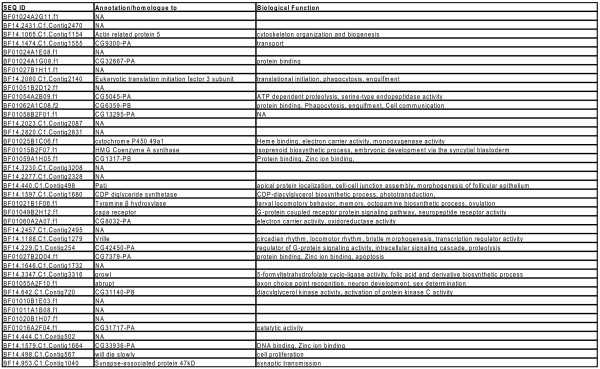
**Annotation of orientation genes**. The sequence ID, annotation, and Biological Function based on gene ontology (GO) of the orientation genes are shown. They are listed in the same order they are represented on the vertical axis of Figure 6. NA means the gene is either not annotated or annotated but without GO function assigned.

The two differentially regulated cDNAs that appeared to be most directly related to time-compensated orientation were *tyramine beta hydroxylase*, whose protein regulates octopamine biosynthesis, which is involved in motor behavior, and *vrille*, which encodes a circadian clock component (based on studies in *Drosophila*); both cDNAs were upregulated in summer butterflies. 

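Tyramine beta hydroxylase, which converts tyramine to octopamine, stood at 10.31 ± 0.29 (SD, n = 10) on the log2 scale in summer butterflies, 9.56 ± 0.26 (n = 9) in untreated, 9.7 ± 0.39 (n = 10) in methoprene-treated and 9.68 ± 0.29 (n = 10) in vehicle-treated migrants. Its change in summer against the mean of the 3 groups was 0.67 (standard error 0.12, adjusted p = 0.00012 from limma). The vrille cDNA stood at 9.59 ± 0.3, 9.05 ± 0.18, 9.05 ± 0.22 and 9 ± 0.28 in the same order, a change of 0.56 (0.09, adjusted p = 7.1e-05). A second vrille sequence, the previously cloned dpVrille, also rose, by 0.46 (0.11, adjusted p = 0.0025). The octopamine receptor cDNA rose by 0.56 (0.1, adjusted p = 0.00011). The Dopamine transporter, which takes dopamine back into neurons, rose by 0.49 (0.15, adjusted p = 0.012), so that all 3 biogenic amine cDNAs rose (3 when adjusted over the list alone), a list that the study chose on these animals.
Of the 18 previously cloned monarch genes, most of them of the circadian clock, 7 rose in summer butterflies, 1 fell and 10 did not pass (the same counts when adjusted over the list alone), and 4 of these 8 calls passed with slide as a random block. The transcriptional activator dpClock rose by 0.43 (0.08, adjusted p = 0.00043), the light-response gene dpJetlag by 0.48 (0.12, adjusted p = 0.004) and the ubiquitin ligase subunit dpSlimb by 0.35 (0.09, adjusted p = 0.0042), and dpPeriod, a repressor of the clock, fell by 0.79 (0.09, adjusted p = 5.4e-07). Against untreated migrants alone the log2 change of dpPeriod was -0.22 (0.12, adjusted p = 0.22), and it rose by 0.79 in vehicle-treated against untreated migrants (0.12, adjusted p = 0.00029), which were housed for 14 and for 2 days, a call that ended with slide as a random block (adjusted p = 0.12; 1.1e-06 to 1 over the alternatives). As a set the 18 genes did not shift against all other cDNAs (camera, adjusted p = 0.35). All these calls ended with series as a covariate, and all but that of dpPeriod without the 3 slides of low signal (adjusted p for the 9 cDNAs named here 2e-08 to 0.97 over the alternatives). The calls of dpJetlag, dpSlimb and the Dopamine transporter ended with slide as a random block too (adjusted p = 0.068, 0.096 and 0.075), the last also with signal as a covariate. Those of dpCryptochrome1 and dpShaggy also ended with this block (adjusted p = 0.29 and 0.079; 0.024 to 0.93 over the alternatives) and without single animals, among them S-M04, S-M10 and S-F23 for both.

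**Figure D2:**
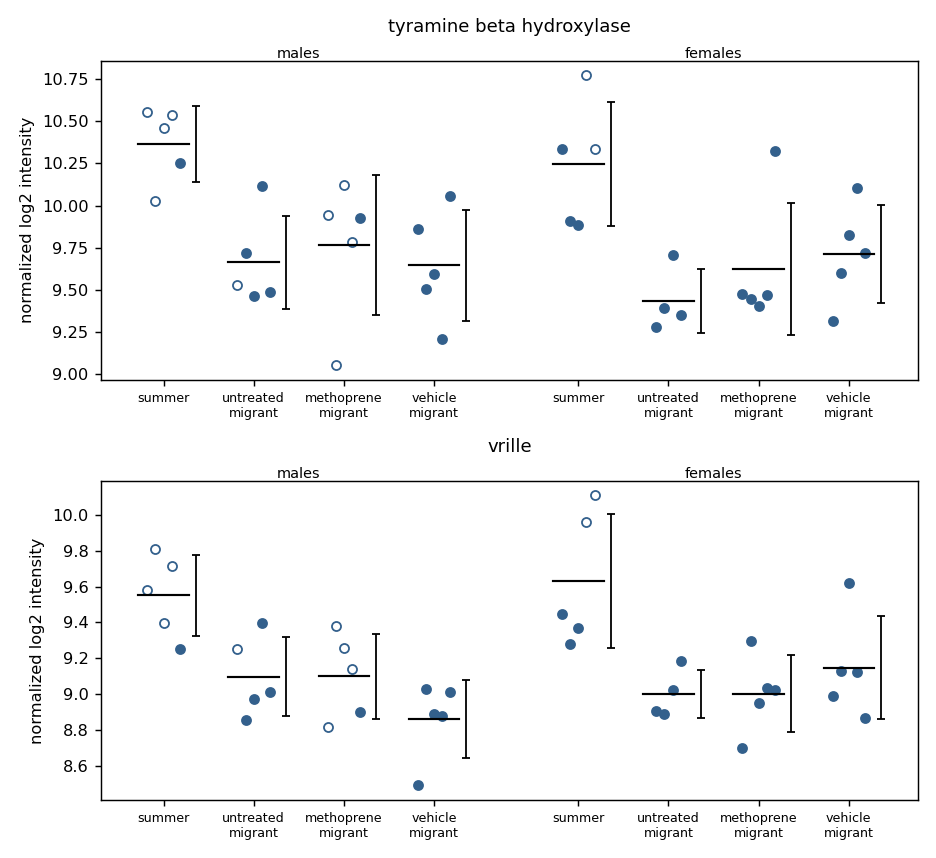
Normalized log2 intensity of tyramine beta hydroxylase (top) and vrille (bottom) in the brain of each butterfly. Points are animals, by state and sex on the x axis, open circles are animals on the 3 slides of low signal, the horizontal line is the mean of the group and the error bar its SD; summer means lie above those of the 3 migrant groups.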

The protein VRILLE is an important negative regulator of *Clock *transcription, and CLOCK is a critical transcriptional regulator of the circadian clock mechanism of insects and mammals [13].

There were also several differentially regulated cDNAs, upregulated in summer butterflies, that were involved in more general cellular processes, which included steroid/cholesterol metabolism (*Cytochrome P450 *and *HMG Coenzyme A synthase*), lipid metabolism (*CDP-diglyceride synthetase *and *CG31140-PB*), electron transport (*Cytochrome P450 *and *CG8032-PA*), and intracellular signaling pathways (*growl*, *capa receptor*, and *CG42450-PA*).

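The Cytochrome P450 cDNA was 9.1 ± 0.4 (SD, n = 10) on the log2 scale in summer butterflies and 8.03 ± 0.46 (n = 29) in migrants, a rise of 1.07 (standard error 0.13, adjusted p = 5.4e-07 from limma). HMG Coenzyme A synthase rose from 11.7 ± 0.62 to 12.79 ± 0.38, by 1.06 (0.16, adjusted p = 2.5e-05). All 8 cDNAs of P450 enzymes and of sterol and isoprenoid synthesis were higher in summer butterflies (8 when adjusted over the list alone), among them Probable cytochrome P450, by 1.42 (0.35, adjusted p = 0.0026), which was 7.2 to 8.5 in the 6 males with jhamt near the control probes and 9.7 to 13.2 in all other animals. CDP-diglyceride synthetase, an enzyme of phospholipid synthesis, rose by 0.66 (0.12, adjusted p = 0.00027) and CG31140 by 0.78 (0.1, adjusted p = 1.6e-06). CG8032 rose by 0.64 (0.07, adjusted p = 4.3e-07). The levels of growl, the capa receptor, which binds neuropeptides of the capa family, and CG42450 rose by 0.63, 0.66 and 0.61 (adjusted p = 2.3e-07, 9.9e-05 and 7.8e-05). The list was drawn from names in the study's own lists and is not independent evidence of direction, and 5 of the 8 passed with slide as a random block. With series as a covariate no call of these 9 cDNAs held, and without the 3 slides of low signal those of Cytochrome P450 and CG8032 did (adjusted p = 0.016 and 0.01; 1.2e-07 to 0.76 over the 9 cDNAs and all alternatives).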

The one annotated cDNA without assigned function can now be classified as being involved functionally in oriented flight behavior, along with the other 39 cDNAs. Interestingly, 15 cDNAs had no annotation with other databases. 

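Both sheets of Additional file 1 hold 16 cDNAs without an annotation, and all 16 differed between summer butterflies and the mean of the 3 migrant groups, 8 higher and 8 lower in summer. BF14_3230_C1_Contig3208 rose by 1.01 on the log2 scale (standard error 0.09, adjusted p = 5.3e-09 from limma) and BF14_2277_C1_Contig2328 by 0.95 (0.14, adjusted p = 1.9e-05). BF14_2431_C1_Contig2470 fell by 0.80 (0.13, adjusted p = 5.6e-05) and BF01024A2G11_f1 fell by 0.78 (0.13, adjusted p = 5.3e-05). All 16 lay above the control probes. The median size of change was 0.60 for the unannotated and 0.57 for the 29 annotated cDNAs. All 16 also passed with slide as a random block, 3 passed without the 3 slides of low signal, and with series as a covariate limma called 0 of them (14 unadjusted). The study chose the 16 cDNAs on these animals.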

Their lack of identity based on available genomic and EST resources could mean that the non-annotated cDNAs contain incomplete sequence information for orthologous matches with other databases. A more exciting possibility is that the non-annotated cDNAs represent unknown genes whose functions are unique to the migratory state in monarch butterflies.

### JH-regulated gene expression patterns in brain correlate with reproductive state

In addition to 'orientation' genes, we were also interested in evaluating the JH-response genes. These genes are likely involved in reproductive status and longevity. Since these genes are expected to be regulated by JH, the methoprene-treated fall butterflies should have expression profiles similar to those in the summer animals. 

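Cytochrome P450-18a1, an enzyme that inactivates molting hormone, rose in methoprene- against vehicle-treated migrants by 2.25 on the log2 scale in males (standard error 0.3, adjusted p = 1.6e-05 from limma) and by 1.53 in females (0.3, adjusted p = 0.0096). The Notch target Enhancer of split mgamma rose in methoprene-treated males by 0.91 (0.19, adjusted p = 0.0011), and its log2 change in females was 0.57 (0.19, adjusted p = 0.2). Glutathione S-transferase 1, a detoxifying enzyme, fell by 1.16 in males and by 1.97 in females (adjusted p = 0.025 and 0.0093). The Na pump alpha subunit rose by 1.81 in males (0.35, adjusted p = 0.00072), with a log2 change of 1.01 in females (0.35, adjusted p = 0.23). The call of Cytochrome P450-18a1 in males passed with slide as a random block (adjusted p = 0.015), and the other calls in males (0.14 to 0.28) and those in females (0.35 and 0.26) ended (5.4e-07 to 1 over the alternatives). In all, 1841 cDNAs changed between methoprene- and vehicle-treated males (1033 higher with methoprene, 808 lower) and 30 between the females (19 and 11). When slide was a random block, limma called 23 in males and 0 in females (1314 and 400 unadjusted), and without the 3 slides of low signal, which hold 4 of the 5 methoprene-treated males, 4 and 79 (377 and 1406 unadjusted). The 30 became 4 without M-F30 and 46 without M-M15.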

Again, we performed sex-specific statistical analyses, and compared the summer and the fall groups, and the methoprene-treated and vehicle-treated migrants (Table 2B). We then screened for shared genes between the two groups for each sex.

Of the sex-specific groups of differentially regulated genes (Table 2B, # shared in each sex; for complete list of JH-regulated, sex-specific ESTs and annotation see Additional File 2), we focused on three genes involved in increased JH activity for which we previously showed significant increased expression in summer butterflies (compared with fall migrants) by real-time polymerase chain reaction (qPCR): *juvenile hormone acid methyltransferase (jhamt)*, which encodes the enzyme that mediates the last step in JH biosynthesis [14];*allatotropin*, which encodes a neuropeptide that can increase JH synthesis [15]; and *takeout*, which encodes a potential JH-binding protein [16]. 

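The lists of cDNAs that changed in 1 direction both between summer butterflies and untreated migrants and between methoprene- and vehicle-treated migrants held 352 cDNAs in males (219 higher in the reproductive groups, 133 lower) and 154 in females (108 and 46), at the unadjusted threshold. Independent lists would share 232 and 84.1, and random regroupings of the animals gave a median of 6 in males (highest 187) and 5 in females (highest 122). Of 6 cDNAs of the juvenile hormone pathway, 4 rose in summer butterflies against the mean of the migrant groups and 1 fell (4 and 1 when adjusted over the list alone), of which 3 passed with slide as a random block. Those that rose were both cDNAs of jhamt, allatotropin and the allatostatin receptor, so the count is of cDNAs and not of separate genes. Those that passed with the block were both jhamt cDNAs and allatotropin. A juvenile hormone epoxide hydrolase, an enzyme that breaks JH down, fell in summer butterflies by 0.77 on the log2 scale (standard error 0.25, adjusted p = 0.019 from limma), and a further cDNA of such an enzyme fell in methoprene- against vehicle-treated migrants by 0.56 (0.1, adjusted p = 0.00053). The study chose these names on the same animals. Both calls ended with slide as a random block, with series as a covariate and without the 3 slides of low signal (adjusted p 4.8e-05 to 0.95 over the alternatives for these 2 calls), the first also with 75th-percentile scaling and with array weights. Slide as a random block left 80 cDNAs in the lists of males and 63 in those of females, and the list of males held 642 without S-M11 and, with S-M11 and M-M15 as the lone summer and methoprene-treated males, 24 without the 3 slides of low signal.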

The mRNA levels for both *jhamt *and *allatotropin *were upregulated significantly in summer males compared with untreated male migrants by microarray; mRNA levels were also higher in female summer butterflies but the levels did not reach significance (Figure 8). 

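In males, jhamt was 14.18 ± 0.437 (SD, n = 5) on the log2 scale in summer butterflies and 10.08 ± 2.73 (n = 5) in untreated migrants (exact permutation test, two-sided p = 0.016). It was 13.13 ± 0.801 in methoprene-treated and 9.975 ± 2.75 in vehicle-treated males (exact permutation p = 0.032 and 0.0079, the smallest that 5 animals against 5 allow). The large spread of the untreated and vehicle-treated males came from 6 of these 10 animals, whose levels were 7.7 to 8.6, near the 95th percentile of the control probes (7.83), while the other 33 butterflies lay between 11.9 and 14.8. In females, jhamt was 14.63 ± 0.173 (n = 5) in summer butterflies, 14.03 ± 0.403 (n = 4) in untreated, 13.44 ± 0.341 in methoprene-treated and 13.05 ± 0.849 in vehicle-treated migrants, with exact permutation p = 0.032, 0.0079 and 0.0079 against summer. In the fit over all cDNAs, whose spread per cDNA is pooled over the sexes, limma gave jhamt a log2 change of 4.10 in males (standard error 0.88, adjusted p = 0.04) and of 0.59 in females (0.93, adjusted p = 0.77) against untreated animals. The call in males ended with slide as a random block (adjusted p = 0.59; 0.0019 to 0.89 over the alternatives).
Allatotropin was 10.78 ± 0.206 in summer males, 10.26 ± 0.302 in untreated, 10.24 ± 0.222 in methoprene-treated and 10.17 ± 0.345 in vehicle-treated males (exact permutation p = 0.024, 0.0079 and 0.0079). In females it was 10.54 ± 0.354, 10.13 ± 0.334, 10.24 ± 0.244 and 10.12 ± 0.23 (exact permutation p = 0.13, 0.17 and 0.048). The fit over all cDNAs gave adjusted p = 0.19 in males and 0.28 in females for summer against untreated animals. On the deposited normalized values, with all 5 untreated females, an alternative added after the data were seen, the exact permutation p of jhamt between summer and untreated females was 0.079. On linear values that of allatotropin between summer and vehicle-treated females was 0.056. The permutations take the animals of a slide as independent. With slide as a random block, limma's unadjusted p against untreated, methoprene- and vehicle-treated animals was 0.0025, 0.36 and 0.00057 in males and 0.24, 0.3 and 0.06 in females for jhamt, and 0.0086, 0.011 and 0.0066 in males and 0.17, 0.22 and 0.2 in females for allatotropin. Without the block these were 4.2e-05, 0.24 and 2.9e-05, and 0.53, 0.19 and 0.08, for jhamt, and 0.0058, 0.0044 and 0.0014, and 0.034, 0.097 and 0.023, for allatotropin.

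**Figure D3:**
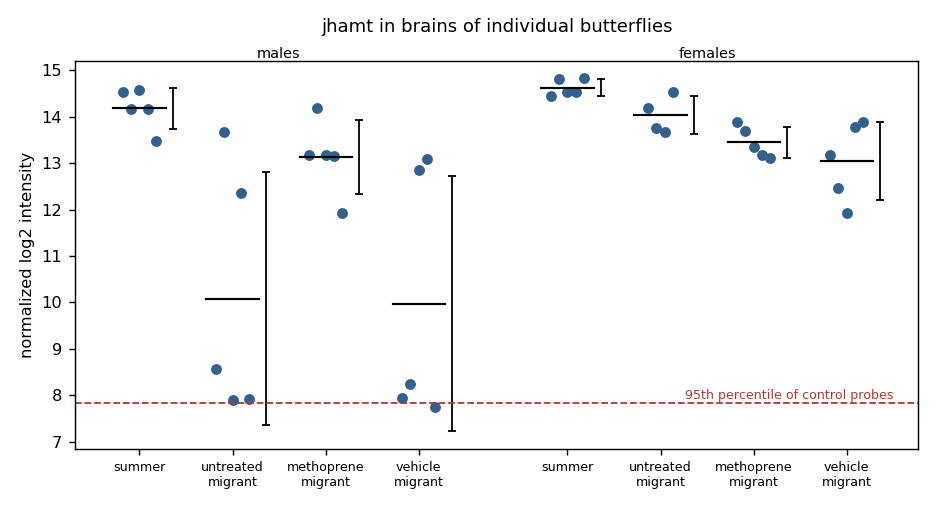
Normalized log2 intensity of jhamt in the brain of each butterfly. Points are animals, by state and sex on the x axis, the horizontal line is the mean of the group and the error bar its SD, and the dashed line is the 95th percentile of the control probes after normalization (7.83); 6 untreated and vehicle-treated males lie at 7.7 to 8.6.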

Combining the sexes and reanalyzing the microarray differences between summer butterflies and untreated migrants showed significant up-regulation of both *jhamt *and *allatotropin *expression in summer butterflies (*p *< 0.01), which was consistent with our previous qPCR results, as animals of mixed sex were used in that analysis [11]; as both *jhamt *and *allatotropin *are associated with the corpora allata, it is likely that the expression profiles of each represent expression mainly in corporal allata tissue, which was likely included in our brain dissections. 

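With the sexes combined, jhamt was 14.4 ± 0.392 (SD, n = 10) on the log2 scale in summer butterflies and 11.84 ± 2.85 (n = 9) in untreated migrants (permutation of the animals within sex, exact two-sided p = 0.00044). The mean of the changes in the 2 sexes was 2.35 (standard error 0.64, adjusted p = 0.027 from limma), and a second jhamt cDNA of the array rose by 2.20 (0.6, adjusted p = 0.028). Allatotropin was 10.66 ± 0.301 and 10.2 ± 0.304 (exact p = 0.003), a change of 0.47 (0.13, adjusted p = 0.03). Between summer and untreated animals the adjusted p of jhamt and allatotropin with slide as a random block was 0.16 and 0.19 (0.0079 to 0.58 over the alternatives). The call of jhamt ended without S-F23, F-M23, F-M32 or F-F14 (highest adjusted p 0.066) and that of allatotropin without S-M03, S-F22, S-F23, F-M32 or F-F13 (highest 0.073). From the link of both genes to the corpora allata, the glands that make JH, the paper proposes that the profiles of these 2 genes reflect mainly corpora allata tissue dissected with the brains.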

The mRNA levels of *takeout *were marginally upregulated in summer butterflies by microarray analysis (Figure 8), but were not upregulated significantly, as those reported by qPCR in our previous work [11]. It is noteworthy that the qPCR results were performed on mRNA from whole heads, while the microarray analysis was performed using mRNA from dissected brains; this disparity in tissue composition likely contributed to any expression discrepancies between the previous qPCR study and our current microarray results.

**Figure 8:**
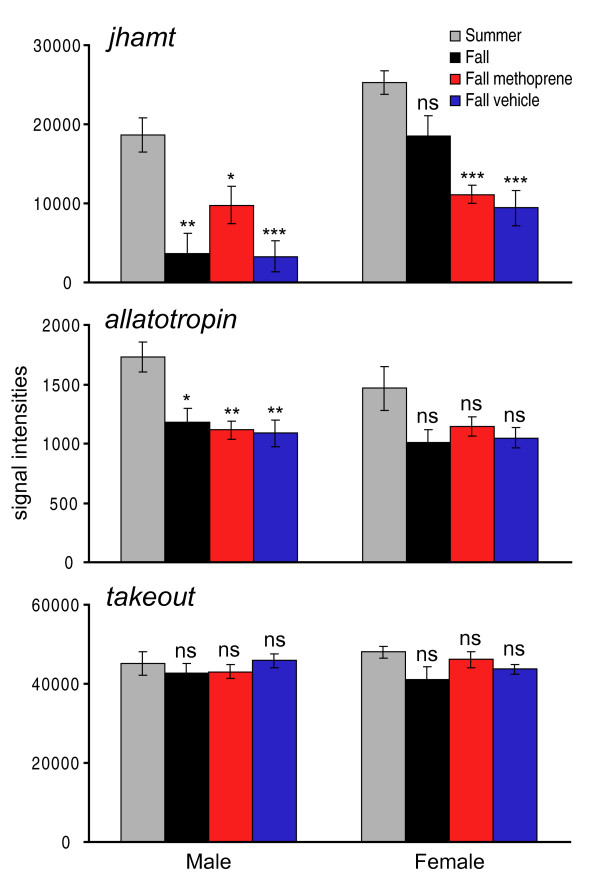
**Comparison of sex-specific microarray expression profiles of *juvenile hormone acid methyltransferase *(*jhamt*), *allatotropin*, and *takeout***. The profiles were compared across the four experimental groups. For each sex, each of the three fall groups was compared with summer, using unpaired 2-tail *t *test (with unequal variance). ns, not significant, *p *> 0.05; * *p *< 0.05; ** *p *< 0.01; *** *p *< 0.001.

We next examined cDNAs that were differently regulated in both males and females (Table 2B, # shared by both sexes), to determine whether we could identify JH-regulated genes involved in more global processes that would not be expected to be sex-specific, such as longevity and fatty acid metabolism. 

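In both summer butterflies (against untreated migrants) and methoprene-treated migrants (against vehicle), a CG10407 cDNA rose, by 1.14 and 1.47 on the log2 scale (standard errors 0.29 and 0.29, adjusted p = 0.021 and 0.00097 from limma, sexes averaged). Its log2 change with methoprene was 0.25 in males and 2.69 in females, a difference of 2.43 (0.57, adjusted p = 0.039, and 1 with slide as a random block). CG15628 rose with methoprene by 0.98 (0.17, adjusted p = 0.00025). Prophenoloxidase-2s, an enzyme of melanin formation, rose with methoprene by 0.98 (0.3, adjusted p = 0.024), and beta-ureidopropionase, of pyrimidine breakdown, fell by 0.90 (0.24, adjusted p = 0.01). In the averaged comparisons 585 cDNAs changed between summer butterflies and untreated migrants (359 higher in summer, 226 lower) and 1467 between methoprene- and vehicle-treated migrants (859 and 608). The JH-response lists of the 2 sexes shared 38 cDNAs, 29 higher and 9 lower in the reproductive groups, where independent lists would share 3.16 and random regroupings had a median of 0. Both sheets of Additional file 2 list 24 cDNAs, where the text of the paper gives 23, and 14 of the 24 were among the 38. All 24 went in the listed direction in both comparisons, 24 passed the adjusted threshold with methoprene and 18 between summer and untreated animals, but the study chose them on these animals. Of these, 8 and 1 passed with slide as a random block, where limma called 33 cDNAs with methoprene and 1 between summer and untreated animals (1285 and 1601 unadjusted). The averaged summer comparison had 218 calls without S-F23 and 1722 without S-M11. All methoprene calls of the named cDNAs ended with series as a covariate, where prophenoloxidase-2s had a log2 change of -0.64, and without the 3 slides of low signal, and all but that of CG15628 with slide as a random block (adjusted p 4.2e-06 to 0.99 over the alternatives), CG10407 lost its summer call under these 3 settings and without F-M32 or F-F14 (highest adjusted p 0.067; 0.017 to 0.37 over the alternatives), and prophenoloxidase-2s its call without M-F27, M-F30, V-M18 or V-F24 (highest 0.054).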

We identified 23 putative JH-response genes that were common between the males and females. Hierarchical clustering using the 23 JH-regulated genes showed that summer and methoprene-treated migrants clustered together, as expected (Figure 9A). 

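By the 24 cDNAs of both sheets of Additional file 2, which include hemolin, rosy and Cytochrome P450-18a1, the 10 summer butterflies and 10 methoprene-treated migrants formed a branch, and the 9 untreated and 10 vehicle-treated migrants the other. All 39 animals thus lay on the branch of their reproductive state. The same held for the other distances and linkages, for the table of normalized values (40 of 40 animals), after centering each cDNA, and with centering for the 28 arrays outside the 3 slides of low signal. The cDNAs had been chosen on these animals.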

The other two groups, the untreated and vehicle-treated migrants, formed their own cluster (Figure 9A). 

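Of the 24 cDNAs, 11 were higher in summer butterflies and methoprene-treated migrants and 13 in untreated and vehicle-treated migrants. Of 7 ribosomal proteins, the structural parts of ribosomes, 5 fell with methoprene against vehicle and 2 did not pass (5 fell when adjusted over the list alone), among them Ribosomal protein S16, which fell by 0.33 on the log2 scale (standard error 0.07, adjusted p = 0.0022 from limma), and ribosomal protein S2, which fell by 0.28 (0.05, adjusted p = 0.00083). In males 5 of the 7 fell (log2 changes of -0.64 to -0.25), and in females limma called 0 (1 unadjusted, -0.31 to 0.03), while the test of the difference between the sexes called 0 (4 unadjusted). Of the same 7, 1 fell in summer butterflies against untreated migrants (3 fell when adjusted over the list alone). A fit with slide as a random block passed 2 of the 7 with methoprene in males, and with the sexes averaged limma called 0 of the 7 with methoprene (5 unadjusted) and 0 between summer and untreated animals (3 unadjusted). Chaperones fell in summer against untreated animals in 4 of 8 cases and with methoprene in 2 (7 and 3 when adjusted over the list alone, with 1 that rose in summer), among them crystalin heat shock protein, which fell by 0.36 with methoprene (0.08, adjusted p = 0.003), and with the block limma called 0 of the 8 in either comparison (6 unadjusted in summer and 2 with methoprene). Glutathione S-transferase 1 fell by 1.56 with methoprene (0.26, adjusted p = 0.00022). The lists come from the study's choice on these animals and are not independent evidence of direction. The calls ended with series as a covariate and without the 3 slides of low signal, and except for that of Glutathione S-transferase 1 with slide as a random block, and that of ribosomal protein S2 also when arrays were scaled to their 75th percentile (adjusted p 4.8e-05 to 0.72 over the 4 cDNAs and all alternatives).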

The expression of 11 genes was increased in the summer and methoprene-treated migrants, while the expression of 13 genes was increased in the untreated and vehicle-treated migrants (Figure 9A, listed from top to bottom of heat map, respectively). 

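Hemolin had the largest difference of the 24 cDNAs, 3.32-fold lower in summer butterflies than in untreated migrants. The mean fold over the 24 cDNAs between these groups was 1.52, the median 1.35 and the lowest 1.13, that of ribosomal protein L35A. Enhancer of split mgamma differed by 1.81-fold and rosy by 1.64-fold. Between methoprene- and vehicle-treated migrants Cytochrome P450-18a1 differed by 3.71-fold and hemolin by 1.91-fold. The folds are antilogs of differences between means of log2 levels.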

Similar to the orientation genes, the magnitude of the differences was uniformly modest for the JH-regulated genes, with a mean expression difference among the 23 genes of 1.67-fold (range = 1.24-fold to 3.28-fold). Thus, the hierarchical clustering predicted correctly the reproductive status of all individual animals tested, using the brain expression pattern of these 23 genes that are common between the sexes.

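Cytochrome P450-18a1 and hemolin were both among the 24 cDNAs. With each animal left out in turn and the cDNAs changed in both comparisons and both sexes chosen anew from the others (24 to 48 cDNAs), the reproductive state was right for 36 of 39 animals, all 20 summer and methoprene-treated butterflies and 16 of 19 untreated and vehicle-treated migrants. The most that 100 random regroupings gave was 18. The animals with the wrong state were the untreated migrants F-M07, F-M29 and F-F21. The table of normalized values gave 38 of 40, and taking out the relation to signal over control probes, added after the data were seen, gave 38 of 39. Leaving out whole slides gave 33 of 39. From the separation of the animals by these genes, the paper concludes that hierarchical clustering predicted the reproductive status of all individual animals tested.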

**Figure 9:**
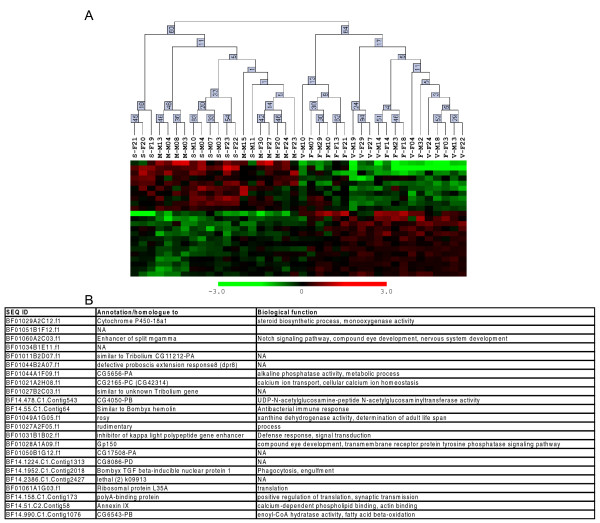
**Cluster and annotation of JH-response genes**. (A) Hierarchical clustering of individual butterflies (top) based on expression profiles of the 23 regulated genes expressed as heat maps (below). Animal ID code for clustering is as depicted in Table 1. Bootstrap analysis provides confidence values at the nodes. The heat maps show estimated gene expression levels (red upregulated; green downregulated). The genes have been ordered according to *k*-means clustering. (B) The sequence ID, annotation, and Biological Function based on gene ontology (GO) are shown below. They are listed in the same order they are represented on the vertical axis of panel A. NA means the gene is either not annotated or annotated but without GO function assigned.

Of the 23 JH-related cDNAs, 21 had matches with other databases, with 15 annotated with biological function (Figure 9B). 

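Hemolin, an immunoglobulin-like protein that moths and butterflies make against bacteria, was 13.26 ± 0.9 (SD, n = 10) on the log2 scale in summer butterflies, 14.99 ± 0.21 (n = 9) in untreated migrants, 13.54 ± 0.36 (n = 10) in methoprene-treated and 14.47 ± 0.39 (n = 10) in vehicle-treated migrants. It thus fell by 1.73 in summer against untreated animals (standard error 0.2, adjusted p = 1.8e-06 from limma) and by 0.93 with methoprene against vehicle (0.19, adjusted p = 0.0014). The rosy cDNA, which in Drosophila encodes xanthine dehydrogenase, fell by 0.71 (0.15, adjusted p = 0.0072) and by 0.66 (0.15, adjusted p = 0.0028). CG6543 fell by 0.39 (0.1, adjusted p = 0.021) and by 0.51 (0.1, adjusted p = 0.00075). TGF beta-inducible nuclear protein 1 fell by 0.41 (0.09, adjusted p = 0.0064) and by 0.36 (0.08, adjusted p = 0.004), the leucine-rich repeat protein Gp150 by 0.49 (0.11, adjusted p = 0.0098) and by 0.64 (0.11, adjusted p = 0.00022), and inhibitor of kappa light polypeptide gene enhancer by 0.45 (0.1, adjusted p = 0.011) and by 0.42 (0.1, adjusted p = 0.0045).
The immune cDNA cactus, an inhibitor of NF-kappa B factors, rose with methoprene by 0.62 (0.16, adjusted p = 0.008). As cactus is an inhibitor, its rise does not show more immune activity. Of 5 cDNAs of immunity and hemocytes, 1 rose and 1 fell between summer and untreated animals (1 and 2 when adjusted over the list alone) and 2 rose and 1 fell with methoprene (2 and 1), in a list that the study chose on these animals, and with slide as a random block limma called 1 and 0 (3 and 2 unadjusted). Of 4 cDNAs of fatty acid metabolism, 1 fell in each comparison and 3 did not pass (1 fell when adjusted over the list alone), among them Pancreatic lipase-related protein 2, by 0.84 with methoprene (0.2, adjusted p = 0.0049), and limma with this block called 0 in each (1 unadjusted). Hemolin kept its call between summer and untreated animals over the alternatives (adjusted p 3.8e-08 to 0.015) except with slide as a fixed covariate, where its log2 change was -0.84 (standard error 0.54, adjusted p = 0.67) and limma called 0 cDNAs (852 unadjusted). The summer calls of rosy, CG6543, TGF beta-inducible nuclear protein 1, Gp150 and the kappa light polypeptide inhibitor ended with slide as a random block (adjusted p = 0.096 to 0.27) and without the 3 slides of low signal, as did all methoprene calls named here except that of Gp150 in the first of these (adjusted p = 0.036). The methoprene calls also ended with series as a covariate (adjusted p 9.2e-06 to 1 over the alternatives), and CG6543 lost its summer call without F-M32 (adjusted p = 0.05). With slide as a fixed covariate CG6543 had log2 changes of -0.08 in summer and 0.12 with methoprene, and the other calls named here kept their direction. Only 1 slide held summer and migrant animals (S-F22 and S-F23 with F-M07), and 2 held methoprene- and vehicle-treated animals. The fit with slide as a fixed covariate therefore rests on few animals, and calls that end in it do not show an effect of slides.

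**Figure D4:**
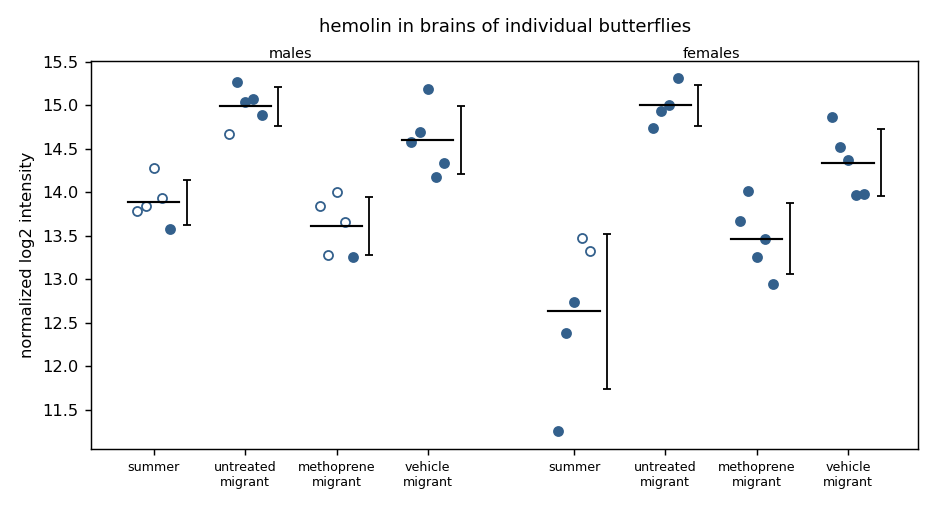
Normalized log2 intensity of hemolin in the brain of each butterfly. Points are animals, by state and sex on the x axis, open circles are animals on the 3 slides of low signal, the horizontal line is the mean of the group and the error bar its SD; the untreated migrants average 14.99 and the summer butterflies 13.26.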

Predictably, they included genes involved in longevity (*rosy*), fatty acid metabolism (*CG6543-PB*), and, interestingly, immune responses (*hemolin*, *TGF beta-inducible nuclear protein 1*, *Gp150*, and *inhibitor of kappa light polypeptide gene enhancer*), which were all upregulated in untreated and vehicle-treated migrants. There were also two genes involved in translation (*ribosomal protein L35A *and *polyA-binding proteins*) and one involved in calcium-dependent phospholipid binding (*Annexin IX*) that were upregulated in JH-deficient migrants. 

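Ribosomal protein L35A fell in methoprene- against vehicle-treated migrants, from 14.4 ± 0.19 (SD, n = 10) to 13.92 ± 0.36 (n = 10) on the log2 scale (change -0.48, standard error 0.09, adjusted p = 0.00097 from limma). The polyA-binding protein, which coats mRNA tails, fell from 14.62 ± 0.07 to 14.22 ± 0.23 (-0.39, 0.07, adjusted p = 0.00045) and Annexin IX from 13.27 ± 0.11 to 12.83 ± 0.39 (-0.44, 0.09, adjusted p = 0.0022). Between summer butterflies and untreated migrants the 3 had smaller differences that did not pass, with log2 changes of -0.17 (0.1, adjusted p = 0.23) for ribosomal protein L35A, -0.22 (0.07, adjusted p = 0.056) for the polyA-binding protein and -0.27 (0.1, adjusted p = 0.075) for Annexin IX. The methoprene calls of all 3 ended with slide as a random block (adjusted p = 0.076, 0.068 and 0.11), with series as a covariate and without the 3 slides of low signal (5.5e-06 to 0.85 over the alternatives).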

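Cytochrome P450-18a1 was 11.53 ± 0.46 (SD, n = 10) on the log2 scale in summer butterflies, 10.51 ± 0.62 (n = 9) in untreated, 12.11 ± 0.46 (n = 10) in methoprene-treated and 10.22 ± 0.42 (n = 10) in vehicle-treated migrants. It rose by 1.00 in summer against untreated animals (standard error 0.22, adjusted p = 0.0092 from limma) and by 1.89 with methoprene against vehicle (0.21, adjusted p = 1.5e-06). Enhancer of split mgamma, a repressor of neural fate induced through Notch, was 9.63 ± 0.29, 8.79 ± 0.38, 9.53 ± 0.31 and 8.8 ± 0.28 in the same order, and rose by 0.86 (0.14, adjusted p = 0.00062) and by 0.74 (0.13, adjusted p = 0.00048). CG2165, a calcium pump of the plasma membrane in Drosophila, was 11.26 ± 0.31, 10.69 ± 0.36, 10.79 ± 0.22 and 10.36 ± 0.15, and rose by 0.59 (0.12, adjusted p = 0.007) and by 0.43 (0.12, adjusted p = 0.013). When slide was a random block, the methoprene call of Cytochrome P450-18a1 passed (adjusted p = 0.00098) and the other 5 did not (0.065 to 0.23). Its methoprene call also passed without the 3 slides of low signal (0.018) and ended with series as a covariate (0.66), within a range of 2.9e-07 to 1 over the 3 genes, both comparisons and the alternatives. It also ended with slide as a fixed covariate, where its log2 change was 1.24 (0.39, adjusted p = 0.62) and limma called 0 cDNAs with methoprene (476 unadjusted). Only 2 slides held methoprene- and vehicle-treated animals, so that fit rests on few animals.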

Genes that were upregulated in reproductive butterflies included those involved in steroid biosynthesis (*Cytochrome P450-18a1*), notch signaling (*Enhancer of spilt mgamma*), and calcium homeostasis (*CG2165-PC*).

The six cDNAs that were annotated but without assigned function can now be classified functionally as being involved in JH-related activities, along with the other 17 cDNAs. Two differentially regulated cDNAs lacked annotation based on available genomic and EST databases, which could mean that they contain incomplete sequence information for orthologous matches with other databases or that the non-annotated cDNAs represent unknown genes whose functions are unique to the migratory state in monarch butterflies.

### Defining the migratory state

The thrust of this work was to more precisely define the behavioral and molecular differences between summer butterflies and fall migrants. As there are several generations of reproductively active spring and summer butterflies, we chose to focus on the mid- to late-summer butterflies whose offspring likely give rise to fall migrants. We contrast this generation with those in the spring and early summer, which are moving north/northwesterly to repopulate the upper ranges of their habitat in Eastern North America. Observations of those monarchs suggest that they may have oriented flight behavior [7], and these earlier generations need to be more rigorously evaluated in a flight simulator, as we have done in our studies with mid- to late-summer butterflies.

A significant aspect of our behavioral work with summer butterflies shows that their individual flight patterns are uniformly non-directional. A prior study using the disappearance bearing of released monarchs showed that summer butterflies collected at a similar time of year as ours (early August at latitude 38'9°N) were not significantly oriented [10]. Only short flight paths can be assessed in the disappearance bearing studies, but the results are consistent with our longer flight recordings in a flight simulator. This non-directionality is an important behavioral trait that characterizes mid- to late-summer butterflies from the other generations that occur over the course of the year. These animals also provide the clearest behavioral difference with fall migrants, as fall migrants consistently exhibit directional flight, which is why we used them in our gene expression studies.

Another distinguishing feature between summer butterflies and fall migrants is reproductive state. Summer butterflies are reproductively competent, while fall migrants are JH deficient, which leads to reproductive diapause, with decreased weight of reproductive organs and quiescent reproductive activity [2,3]. Reproductive diapause usually persists over the course of the migratory journey and for months at the overwintering sites [8]. However, reproductive diapause can be readily manipulated in fall migrants; diapause can be broken by exposing migrants to elevated temperatures and increasing day length [10,17]. It is unclear whether the entire repertoire of migratory behaviors (including reproductive diapause and directional flight behavior) are initiated by the same environmental cues, which may include decreasing day length, sun angle and temperature, and the age of the larval food source [18].

Our studies show clearly that directional flight activity and time-compensated sun compass orientation persist independent of reproductive state; oriented flight activity has also been shown in disappearance bearing studies of reproductively active migrants [10], but persistent time-compensation had not been shown previously. It is still possible that JH deficiency is involved in the induction of directed flight for sun compass orientation, but it is clear from our results that persistent JH deficiency is not required for maintenance. Moreover, increasing JH activity in migrants is unlikely to explain the reversed flight direction of migrants (in the northerly direction) as they leave the overwintering grounds in the spring, because the methoprene-induced increase in reproductive activity in fall migrants did not alter the normal south/southwesterly flight direction manifested when studied in LD (Figure 2A). It will be interesting to determine in future experiments whether JH antagonist treatment can convert summer butterflies to migrants.

Consistent with our findings of persistent migratory flight in reproductive migrants, ecological observations have suggested that a small number of migrating monarchs, who have broken reproductive diapause because of prolonged exposure to high environmental temperatures during their migration south, may give rise to a subsequent 'backup' generation of migrants, originating from the southern range late in the fall (See [19]). Indeed, a peak in monarch egg and larva abundance in Texas during September and early October supports this idea, because adult monarchs are not seen in the southern United States throughout most of the summer [20].

An exciting aspect of our work was the discovery of a suite of 40 genes whose differential expression in brain distinguishes individual summer butterflies from fall migrants, independent of reproductive status. Any single gene or combination of genes within the 40 could be essential for the initiation and/or maintenance of directional flight in migrants. The genes that were not annotated may be especially interesting targets for further studies, as we have shown their importance in predicting oriented flight. Although the fold changes in gene expression between non-oriented and oriented butterflies were small, they do not rule out larger differences in expression of individual genes in specific neural subpopulations that have been diluted by whole brain analysis [21] – a possibility that needs to be evaluated for each gene. We expect that with further study the number of differentially regulated genes will grow, as the sequencing and annotation of the entire monarch genome progresses.

## Conclusion

Our data are the first to provide a link between alterations in gene expression profiles in brain and migratory state in any animal which undergoes long-distance migration. Moreover, our results also provide the first insights into gene expression patterns in brain that may underlie time-compensated sun compass orientation, a complex process involving brain integration of information about time and space.

Our gene expression profiles resemble those reported to be involved in behavioral plasticity in honey bees in which a small collection of genes, most of which did not show a greater than 2-fold change by microarray analysis, reliably predict behavioral state (nurses from foragers) in individual bees [21]. Further evaluation of the 40 genes we have identified in monarchs will likely provide novel insights into their individual and/or collective importance for migration and the brain changes necessary to initiate and maintain oriented flight behavior.

## Methods

### Animal housing

Monarch butterflies were housed in the laboratory in glassine envelopes in Percival incubators with controlled temperature, humidity (70%), and lighting. The butterflies were fed 25% honey every other or every third day.

### Methoprene/vehicle treatments

Animals were treated topically on their abdomens with either 200 μg of methoprene in 5 μl acetone or acetone alone on day 1 and day 3.

### Evaluation of reproductive status

For males, the ejaculatory duct and tubular gland were weighed. For females, the presence of mature oocytes was recorded.

### Flight analysis

Butterflies were tethered as previously described [5], and flight behavior was monitored using a modified Mouritsen and Frost flight simulator as described [22]. Butterflies were flown outdoors under sunny skies when the sun could be seen from their position in the flight barrel. Data were analyzed to determine the significance of orientation and the mean direction using circular statistics [23].

### Microarray sample preparation

Over a 2-hour period bracketing (± 1 hr) the middle of the light period, individual monarchs were taken from their envelopes, and the heads were removed with scissors. The severed heads were immediately placed in 0.5× RNAlater (Ambion), and each brain was dissected, with the photoreceptor layer removed, and placed on dry ice; brains were stored at -80°C. RNA from individual brains was isolated using the Qiagen RNeasy Mini Kit with the optional on-column DNase treatment according to the manufacturer's instruction. Approximately 100 ng RNA from each brain sample was used to synthesize amplified cDNA using the Ovation Amplification System V2 (Nugen). Amplified cDNAs were purified using Qiagen PCR purification kit. All 40 samples were successfully amplified with yields between 10 and 15 μg of cDNA. As required by Nimblegen microarray service, 6 μg of amplified cDNA from each sample were converted into doublestrand cDNA using Klenow (NEB) reaction with random hexamer priming (Promega). Doublestrand cDNAs were purified again using Qiagen PCR purification kit before submitting to Nimblegen for labeling and hybridization.

### Microarray design and analysis

A 4-plex Nimblegen custom monarch expression array was designed based on our previously published EST data to include all unique ESTs and contigs. In addition, 18 previously cloned monarch genes were included on the array. A total of 9417 unique sequences were incorporated into the array design. Each sequence was represented by seven non-overlapping oligos on the array. Nimblegen's service department carried out array design, synthesis, probe labeling and hybridization. They also performed data pre-processing including array scan, data extraction and normalization [24]. Normalized values for each gene, which provide a measure of expression levels, were used in all data analyses. All normalized values and processed data are available at GEOdatabase .

### Data analysis

To determine if gene expression levels differed between butterflies in different behavioral states, we used a Student's *t*-test to compare normalized values for each gene between treatment groups (Table 2). We compared differences in gene expression levels at the conventional value of *p *< 0.05. Although the use of an unadjusted significance level may increase false positives due to multiple testing, the number should be minimal in our case, because results were drawn from comparisons of shared gene across multiple groups and not a single comparison (see Table 2). For those genes that showed a significant change in expression level, we labeled them as either 'upregulated' or 'downregulated' depending on the means for each group. For example, if the mean normalized value was higher in the summer group than the migrant group, then the gene was considered upregulated in summer butterflies. Statistical comparisons and gene cluster analyses were done using ArrayStar software. Animal cluster analyses were done using MultiExperiment Viewer . Gene annotation was done using the previously published ESTIMA monarch EST database .

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

All authors contributed to experimental design, execution, data analysis and writing the paper. All authors have read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Sex-specific orientation genes.** Click here for file

Additional file 2 **Sex-specific juvenile hormone-regulated genes.** Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

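The series measured gene expression in the brains of 40 wild-caught monarch butterflies, 5 males and 5 females in each of 4 states: summer butterflies, untreated migrants, methoprene-treated migrants and vehicle-treated migrants. Animals were assigned to groups by the animal IDs that Table 1 and the sample labels share. The brain RNA of each animal was amplified, converted to double-stranded cDNA and hybridized to 1 single-color oligonucleotide array by the authors' array service. The authors deposited for each array the scanner intensity of every probe, on a linear scale, not corrected for background and not normalized, extracted with NimbleScan 2.4.31 as the file headers state. They also deposited a table of normalized probe intensities for all 40 arrays. Its columns share 1 distribution, with medians of 2012.0 to 2014.8, and each but that of F-F18 has the rank order of its own array, so these values were quantile-normalized on a linear scale and not centered. At the 10th to 90th percentiles the table lay 188.5 to 207.7 below the mean of the sorted scanner values, and its lowest value was 9.2, where the lowest scanner value of any array was 79.7, so a background had been taken off. The paper cites a reference for the normalization, and its steps are not given in the sources used here.

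The scanner file of F-F18 was the same as that of F-M07, so 39 arrays entered the fits on scanner values and untreated females numbered 4. All 40 entered the alternative on the table of normalized values. Background was corrected with normexp (offset 50) over all probes, control probes were then left out, arrays were quantile-normalized, and the log2 values of the probes of each cDNA were summarized by median polish (at most 10 iterations, tolerance 0.01), in R 4.3.3 with limma 3.58.1. Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3 read the files, and matplotlib 3.10.9 drew the figures. The fit had 1 coefficient for each of 8 conditions and covered all 9417 cDNAs. Comparisons were contrasts within sex or averaged over the sexes, moderated t statistics came from eBayes, and p values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. Every adjusted p in the text is from limma unless another test is named. Orientation cDNAs passed an unadjusted p of 0.05, the threshold of the study, in 1 direction in all 3 comparisons of summer butterflies with a migrant group, and JH-response cDNAs passed it in 1 direction between summer and untreated animals and between methoprene- and vehicle-treated animals. Levels of jhamt and allatotropin were also compared by exact permutation tests, two-sided. Animals were clustered by Pearson correlation and average linkage, and each was classified by the nearer group mean after it had been left out of the choice of cDNAs. The fit was tested on simulated data in which 200 cDNAs were changed and the arrays varied independently, without effects of slides. For methoprene- against vehicle-treated animals with the sexes averaged it recovered 92.5% of 2-fold and 56.7% of 1.41-fold changes among 9417 cDNAs, and for summer against untreated animals 97% and 53.7%.

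For arrays the depth is the signal over background. The median probe intensity of an array was 1071.1 to 5542.4 (median over arrays 2257.1) and the median control probe 136.4 to 324.1 (median 195.9). Between 80.0% and 92.1% of the probes of an array lay above the 95th percentile of its control probes, 8674 cDNAs were brighter than that level on average and 743 were dim. At most 274 probes of an array were at the scanner's ceiling of 65535. With 4 or 5 animals in each group, the number of arrays limits the precision.

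Groups, tests, lists and alternatives were fixed before the data were examined, apart from the alternatives named as chosen later. The genes named in the text follow a fixed rule: every gene that the results of the paper name, the 18 previously cloned monarch genes on the array, for each comparison averaged over the sexes the 10 cDNAs with a name that had the largest log2 changes among those that passed and went in 1 direction in both sexes, at most 2 IDs without a name in each direction, and 2 to 4 members of each gene list. The fold values of Additional files 1 and 2 had been seen when this rule was written. Names came from those files and from the array's own IDs and were given by the authors from matches in other species. They cover 588 cDNAs, and 8829 have no name here. No ID matched the reference gene table. Takeout was not analysed here. The gene lists were the previously cloned genes, the juvenile hormone pathway, biogenic amines, immunity and hemocytes, photoreceptor and eye, fat body and blood, muscle, ribosomal proteins, chaperones, electron transport and ATP synthesis, P450 enzymes with sterol and isoprenoid synthesis, synapse and ion channels, oxidative stress and fatty acid metabolism. Their members were found by words in the names, so all but the previously cloned genes come from lists that the study chose on these animals, and only that list was given a set test (limma's camera, preset correlation 0.01).

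Alternatives set in advance were the table of normalized values, no background correction, scaling to the 75th percentile, the mean of the probes, dim cDNAs left out, slide as a random block, hybridization series as a covariate, the animal number as a replicate block, only the conditions compared, array weights, the methods' t-test on log2 and on linear values, other linkages and distances, and each animal left out in turn. Slides and series were taken from the image numbers of the scanner files. Signal over control probes as a covariate, the 3 slides of low signal left out, the extraction day, slide as a fixed covariate, the first series alone, centering and the methods' t-test on the table of normalized values were added after the data were seen. Slide as a fixed covariate was run on the 2 comparisons of summer with untreated and of methoprene- with vehicle-treated animals, where 36 of 38 and 38 of 41 named calls kept their direction and none passed by limma (15 and 11 unadjusted), and it is not part of the ranges of adjusted p over the alternatives. Only 1 slide held summer with migrant animals, and 2 held methoprene- with vehicle-treated animals. Directions kept and calls lost in that fit therefore rest on few animals. The animals were regrouped at random within sex, or for females against males within state, 100 times to count how often other groupings gave as many changed cDNAs.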

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

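The tests on slides between methoprene- and vehicle-treated males, the exact test on the slides of the summer butterflies classified as migrants, the tests on jhamt, the regroupings behind the classification and the settings on signal over control probes and on the 3 slides of low signal were chosen only after the result was seen.

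In methoprene-treated females, M-F30 stood apart from the other 4 animals in tyramine beta hydroxylase, at 10.33 on the log2 scale against 9.4 to 9.48. In vehicle-treated males, V-M10 was lowest in vrille, at 8.49 against 8.88 to 9.03, and in the cloned gene dpVrille, at 10.99 against 11.49 to 11.66. In methoprene-treated males, M-M15 was lowest in dpVrille, at 11.64 against 12.44 to 12.76. The log2 ratio of cDNA probes to control probes set M-M15 apart from the other methoprene-treated males, at 4.33 against 2.1 to 2.48, and S-M11 from the other summer males, at 3.63 against 2.58 to 2.87. Over the 56 groups tested, 2.8 such animals would be found by chance.

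The effect of methoprene differed between the sexes for 47 cDNAs (limma, test of the difference, 1495 unadjusted). The change passed on its own in males for 43 of them and in females for 4. Apolipophorin, a lipid carrier of the blood, had a log2 change of 1.32 in females and of -0.50 in males, a difference of 1.82 (standard error 0.37, adjusted p = 0.02), and the potassium channel subunit Hyperkinetic one of 0.27 and of -0.59, a difference of 0.87 (0.21, adjusted p = 0.042). No difference passed with slide as a random block, where limma called 0 (403 unadjusted), and the count without 1 animal ranged from 4 without M-M08 to 739 without M-M15, with a change of over 1.5 times also without M-M03 (6), M-M04 (11), M-M13 (10), M-F20 (31), M-F23 (18), M-F24 (9), V-M10 (31), V-M13 (24), V-M14 (20), V-M18 (17), V-M19 (8), V-F22 (10), V-F24 (9), V-F27 (14) and V-F29 (14). The paper does not report comparisons of vehicle-treated with untreated migrants or of females with males, in which 78 and 141 cDNAs changed.

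Random regroupings of the animals over the states within sex, or for females against males over the sexes within state, the real grouping included among 100, gave as many changed cDNAs as the real one in the following numbers. Between summer and untreated males the number was 4 (17 real, 788 the highest other). It was 1 for summer against methoprene-treated males (2444 and 459), summer against vehicle-treated males (2692 and 982), methoprene- against vehicle-treated males (1841, and 28.9% of it the highest other), and in females for summer against untreated (25 and 1), methoprene-treated (122 and 2) and vehicle-treated animals (418 and 66) and methoprene against vehicle (30 and 16). With the sexes averaged it was 1 for summer against all migrants (3069 and 4), summer against untreated animals (585 and 8), methoprene against vehicle (1467 and 1056) and vehicle against untreated animals (78 and 19). It was 4 for females against males (141 and 837), 3 for sex by methoprene (47 and 1355) and 100 for sex by season, where limma called 0 (316 unadjusted, 307 the highest other adjusted count). For the orientation lists it was 2 in males (714 and 1290), 1 in females (406 and 256) and 1 in both sexes (117 and 3), and for the JH-response lists 1 in males (352 and 187), females (154 and 122) and both sexes (38 and 1). The classification of summer butterflies (33 animals right, 29 the highest other) and of reproductive animals (36 and 18) each had 1. If animals of a slide vary independently, chance would rarely give the results whose number was 1. The numbers of 2 to 4 were not adjusted for how many results were tested, so they do not exclude chance. For sex by season the real count was 0, which every regrouping reaches, so its number of 100 was fixed in advance and tests nothing. The regroupings did not keep slides together, whereas animals of a slide were alike (within-slide correlation 0.364), so they do not exclude differences between slides. With slide as a random block limma called 0 between summer and untreated males (717 unadjusted), 0 for vehicle against untreated animals (390 unadjusted) and 0 for sex by methoprene (403 unadjusted). The regroupings that called several times the real count, for summer against untreated males, females against males and sex by methoprene, point to a structure of the samples other than their groups.

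All 4 of the 10 summer butterflies classified as migrants lay on 1 slide, S-M11, S-F19, S-F20 and S-F21 (exact test over the 3 slides with summer butterflies, p = 0.0095). With the relation to signal over control probes taken out, all 4 were classified as summer butterflies. Of the orientation cDNAs chosen without this slide and without part of the migrants, a median of 39.7% (31.5% to 52.9% over 20 divisions, 513 to 1243 cDNAs) went the same way on this slide. Both tests are consistent with the other 6 summer animals, all on slides of low signal, setting much of the choice of cDNAs when the slide or an animal of it is missing. A difference between summer animals that happened to go with the slides stays open and was not tested.

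Methoprene changed 1841 cDNAs in males and 30 in females. With signal over control probes as a covariate 500 changed in males and 139 in females, more than the 1.5 times set before this fit. This does not show an excess apart from the signal, because signal and treatment went together in males. The ratio was 4.29 to 5.6 in 4 of the 5 methoprene-treated males and 12.74 to 18.07 in the vehicle-treated males. The test of the difference between the sexes itself called 3 cDNAs in place of 47 (1279 unadjusted), with 1 of the 47 among them. Without the 3 slides of low signal, which leaves 1 methoprene-treated male, whose spread is taken to be that of the other groups, the counts were 4 and 79, and with slide as a random block 23 and 0 (limma, 400 unadjusted in females). Since 0 slides held males of both groups, other differences between slides and the treatment cannot be told apart in males. A difference between the sexes in the response to juvenile hormone stays open.

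Jhamt lay near the control probes, at 7.7 to 8.6, in 3 untreated and 3 vehicle-treated males, and at 11.9 to 14.8 in the other 33 animals. The slide cannot be the whole cause, since all 5 slides of these males also held an animal above 11. Corpora allata lost in some dissections regardless of group would rarely place the 6 so unevenly over the 8 groups of the design (exact test over the 8 groups, p = 0.003). Among the other 33 animals jhamt and Probable cytochrome P450 deviated together from their group means (r = 0.48), which is consistent with the hypothesis that both follow the amount of corpora allata tissue in a sample, though with slide as a term beside the group this relation did not pass over the 9 cDNAs tested (r = 0.48, adjusted p = 0.1 by a t test that counts the slide terms, and 0.011 by shuffling residuals, which does not count them). Whether these males had smaller glands, less jhamt within them or glands lost more readily in dissection was not tested.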

How the results depend on the processing

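The signal covariate, the fits without the 3 slides of low signal, those on extraction day, slide as a fixed covariate, the first series alone, the methods' t-test on the table of normalized values, the exact tests on that table and the centering of cDNAs were chosen only after the results were seen. Signal over background sets what can be compared: in the 3 slides of low signal the median cDNA probe was 3.38 to 7.29 times the control probes, and 4666 of 9417 cDNAs followed this ratio within conditions (3365 at most in 99 shufflings of it). The cause of the changes given here was not tested, except that the fits without those slides, on the first series, on the first extraction day or without an animal use fewer arrays. Of the 67 named cDNAs called between summer butterflies and all migrants, 48 passed with slide as a random block, 57 with the signal covariate, 6 without the 3 slides and 0 by limma with series as a covariate (723 of all cDNAs unadjusted). Of the 41 called with methoprene these were 4, 28, 1 and 0 (541 unadjusted).

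The numbers of cDNAs given for the comparisons and, at the unadjusted threshold, for the lists in the text moved by over 1.5 times as follows. The deposited table of normalized values gave limma 51 for summer against untreated females and 143 for vehicle-treated against untreated animals. Scaling to the 75th percentile gave 1 cDNA for summer against untreated males, 2791 for methoprene- against vehicle-treated males, 7 for summer against untreated females, 213 for summer against vehicle-treated females, 47 for vehicle-treated against untreated animals, 178 for sex by methoprene, 97 for the JH-response list of females and 25 for that of both sexes. The mean of the probes in place of median polish gave 33 cDNAs for summer against untreated males, 68 for summer against untreated females, 194 for summer against methoprene-treated females, 65 for methoprene- against vehicle-treated females, 940 for summer against untreated animals and 16 for sex by methoprene. Slide as a random block (within-slide correlation 0.364) left limma 0 cDNAs (717 unadjusted) for summer against untreated males, 342 for summer against methoprene-treated males, 409 for summer against vehicle-treated males, 23 for methoprene- against vehicle-treated males, 2 for summer against untreated females, 15 for summer against methoprene-treated females, 34 for summer against vehicle-treated females, 0 (400 unadjusted) for methoprene- against vehicle-treated females, 1107 for summer butterflies against all migrants, 1 for summer against untreated animals, 33 for methoprene- against vehicle-treated animals, 0 (390 unadjusted) for vehicle-treated against untreated animals, 76 for females against males, 0 (403 unadjusted) for sex by methoprene, 357 for the orientation list of males, 80 for the JH-response list of males, 63 for that of females and 13 for that of both sexes. Series as a covariate left limma 104 cDNAs for summer against methoprene-treated males, 8 for summer against vehicle-treated males, 90 for methoprene- against vehicle-treated males, 3 for summer against untreated females, 0 (447 unadjusted) for summer against methoprene-treated females, 0 (409 unadjusted) for summer against vehicle-treated females, 0 (306 unadjusted) for methoprene- against vehicle-treated females, 0 (723 unadjusted) for summer butterflies against all migrants, 30 for summer against untreated animals, 0 (541 unadjusted) for methoprene- against vehicle-treated animals, 0 (294 unadjusted) for vehicle-treated against untreated animals, 108 for sex by methoprene, 139 for the orientation list of males, 71 for that of females, 15 for that of both sexes, 112 for the JH-response list of males, 35 for that of females and 6 for that of both sexes. No background correction, leaving out dim cDNAs and the animal number as a replicate block moved no count by that much.

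For the methods' t-test, comparisons were counted after Benjamini-Hochberg adjustment and lists at the unadjusted threshold. On log2 values it called 0 cDNAs (1011 unadjusted) for summer against untreated males, 890 for summer against methoprene-treated males, 1740 for summer against vehicle-treated males, 403 for methoprene- against vehicle-treated males, 0 (858 unadjusted) for summer against untreated females, 0 (951 unadjusted) for summer against methoprene-treated females, 9 for summer against vehicle-treated females, 3 for methoprene- against vehicle-treated females, 401 for the orientation list of males, 202 for that of females, 35 for that of both sexes and 19 for the JH-response list of both sexes. On linear values the methods' t-test called 0 cDNAs (1006 unadjusted) for summer against untreated males, 770 for summer against methoprene-treated males, 1550 for summer against vehicle-treated males, 197 for methoprene- against vehicle-treated males, 0 (771 unadjusted) for summer against untreated females, 0 (908 unadjusted) for summer against methoprene-treated females, 32 for summer against vehicle-treated females, 1 for methoprene- against vehicle-treated females, 396 for the orientation list of males, 189 for that of females, 31 for that of both sexes, 101 for the JH-response list of females and 16 for that of both sexes. On the table of normalized values the methods' t-test called 0 cDNAs (1064 unadjusted) for summer against untreated males, 1182 for summer against methoprene-treated males, 1170 for methoprene- against vehicle-treated males, 6 for summer against untreated females, 0 (1022 unadjusted) for summer against methoprene-treated females, 78 for summer against vehicle-treated females, 0 (1251 unadjusted) for methoprene- against vehicle-treated females, 424 for the orientation list of males, 237 for that of females and 53 for that of both sexes. At the study's unadjusted threshold the test on log2 values passed in its other comparisons 2975 for summer against methoprene-treated males, 3954 for summer against vehicle-treated males, 3127 for methoprene- against vehicle-treated males, 1434 for summer against vehicle-treated females and 1197 for methoprene- against vehicle-treated females. It was not run on comparisons that average the sexes. Fits of only the conditions compared gave limma 0 cDNAs (1102 unadjusted) for summer against untreated males, 1520 for summer against methoprene-treated males, 0 (855 unadjusted) for summer against untreated females, 8 for summer against methoprene-treated females, 64 for summer against vehicle-treated females, 10 for methoprene- against vehicle-treated females, 59 for summer against untreated animals, 1 for sex by methoprene, 216 for the orientation list of females, 43 for that of both sexes and 24 for the JH-response list of both sexes. Array weights gave 1587 cDNAs for summer against untreated males, 4728 for summer against vehicle-treated males, 3199 for methoprene- against vehicle-treated males, 151 for methoprene- against vehicle-treated females, 1174 for summer against untreated animals, 2574 for methoprene- against vehicle-treated animals, 239 for vehicle-treated against untreated animals, 1618 for females against males, 11 for sex by season, 1321 for sex by methoprene, 1709 for the orientation list of males, 63 for that of both sexes and 1117 for the JH-response list of males.

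Signal over control probes as a covariate gave 427 cDNAs for summer against vehicle-treated males, 500 for methoprene- against vehicle-treated males, 139 for methoprene- against vehicle-treated females, 1567 for summer butterflies against all migrants, 102 for summer against untreated animals, 940 for methoprene- against vehicle-treated animals, 125 for vehicle-treated against untreated animals, 3 for sex by methoprene, 54 for the orientation list of both sexes, 116 for the JH-response list of males and 23 for that of both sexes. Without the 3 slides of low signal limma called 3 cDNAs for summer against untreated males, 0 (396 unadjusted) for summer against methoprene-treated males, 2 for summer against vehicle-treated males, 4 for methoprene- against vehicle-treated males, 245 for summer against vehicle-treated females, 79 for methoprene- against vehicle-treated females, 32 for summer butterflies against all migrants, 16 for summer against untreated animals, 10 for methoprene- against vehicle-treated animals, 46 for females against males, 1 for sex by methoprene, 95 for the orientation list of males, 10 for that of both sexes, 24 for the JH-response list of males and 5 for that of both sexes. These fits leave 1 summer male (S-M11) and 1 methoprene-treated male (M-M15), whose spread is taken to be that of the other groups, so that summer against methoprene-treated males sets 1 animal against 1, and the other comparisons of summer or methoprene-treated males rest on 1 such male. Extraction day as a covariate gave 279 cDNAs for summer against untreated animals, 118 for vehicle-treated against untreated animals, 31 for sex by methoprene and 21 for the JH-response list of both sexes. The arrays of the first extraction day alone gave 11 cDNAs for summer against untreated males, 3 for summer against untreated females, 61 for summer against untreated animals, 395 for sex by methoprene, 380 for the orientation list of males, 237 for that of females, 51 for that of both sexes, 81 for the JH-response list of females and 23 for that of both sexes. Slide as a fixed covariate left limma 0 calls for summer against untreated animals (852 unadjusted) and 0 for methoprene- against vehicle-treated animals (476 unadjusted), and 547 of the 585 and 1173 of the 1467 called cDNAs had the same direction. That fit rests on the 1 slide with summer and migrant animals and on the 2 slides with methoprene- and vehicle-treated animals. The first series alone gave 1 call for summer against untreated males (736 unadjusted).

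The animal numbers belong to different wild animals and do not pair them (correlation within animal number -0.0205). With the number as a replicate block the counts were 16 for summer against untreated males, 25 for the females, 3052 for summer butterflies against all migrants and 1443 for methoprene- against vehicle-treated animals.

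The share of higher among called cDNAs moved by over 10 percentage points under some scalings. The splits were for 75th-percentile scaling 1 higher and 0 lower for summer against untreated males (against 14 and 3), 840 higher and 880 lower for summer against methoprene-treated males (against 1462 and 982), 2279 higher and 918 lower for summer against vehicle-treated males (against 1594 and 1098), 2154 higher and 637 lower for methoprene- against vehicle-treated males (against 1033 and 808), 83 higher and 39 lower for summer against methoprene-treated females (against 62 and 60), 12 higher and 13 lower for methoprene- against vehicle-treated females (against 19 and 11), 298 higher and 111 lower for summer against untreated animals (against 359 and 226), 39 higher and 139 lower for sex by methoprene (against 34 and 13), 256 higher and 107 lower for the orientation list of females (against 226 and 180), 66 higher and 27 lower for the orientation list of both sexes (against 69 and 48), 318 higher and 96 lower for the JH-response list of males (against 219 and 133) and 56 higher and 41 lower for the JH-response list of females (against 108 and 46). They were for the mean of the probes 23 higher and 10 lower for summer against untreated males (against 14 and 3) and 28 higher and 15 lower for the JH-response list of both sexes (against 29 and 9). They were for the table of normalized values 26 higher and 25 lower for summer against untreated females (against 16 and 9), 57 higher and 62 lower for the orientation list of both sexes (against 69 and 48) and 76 higher and 51 lower for the JH-response list of females (against 108 and 46).

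Each animal was left out in turn, with the normalized values kept. The count ranged for summer against methoprene-treated males from 1917 (without S-M03) to 3022 (without S-M11), summer against vehicle-treated males from 1652 (without S-M04) to 3843 (without S-M11), methoprene- against vehicle-treated males from 1220 (without M-M13) to 2698 (without M-M15), summer butterflies against all migrants from 1939 (without S-F23) to 3889 (without S-M11), methoprene- against vehicle-treated animals from 1106 (without M-F27) to 2239 (without M-M15), females against males from 107 (without M-M08) to 364 (without M-M15), sex by season from 0 to 1 (without S-F23, limma passed 316 unadjusted with all animals), the JH-response list of males from 238 (without F-M32) to 642 (without S-M11), the JH-response list of females from 104 (without F-F14) to 179 (without S-F20) and the JH-response list of both sexes from 24 (without F-F14) to 48 (without S-M11). Summer against untreated males ranged from 2 (without F-M23) to 497 (without S-M11), with 2 without S-M03 and S-M04, 3 without S-M07 and F-M32, 4 without S-M10, 33 without S-F23, 65 without F-M07 and 10 without F-M10. Summer against untreated females ranged from 6 (without F-F14) to 79 (without S-F21), with 16 without S-M03, M-F24 and V-M14, 64 without S-F20, 8 without S-F22, 6 without S-F23, 42 without F-M07, 10 without F-F03, 11 without F-F13, 13 without F-F21, 15 without M-M03, M-F20, V-M19, V-F22 and V-F24 and 14 without M-M13. Summer against methoprene-treated females ranged from 29 (without M-F30) to 189 (without S-F19), with 50 without S-F22, 35 without S-F23, 45 without M-F23 and 81 without M-F24. Summer against vehicle-treated females ranged from 175 (without S-F23) to 592 (without S-F20), with 222 without S-F22, 231 without V-F22, 254 without V-F27 and 263 without V-F29. Methoprene- against vehicle-treated females ranged from 4 (without M-F30) to 46 (without M-M15), with 18 without V-F24 and 19 without V-F29. Summer against untreated animals ranged from 218 (without S-F23) to 1722 (without S-M11), with 308 without S-M03, 264 without S-M04, 365 without S-M07, 305 without S-M10, 1063 without S-F19, 1167 without S-F20, 878 without S-F21, 230 without S-F22, 1260 without F-M07, 273 without F-M10, 281 without F-M23, 236 without F-M32, 277 without F-F03, 347 without F-F13 and 265 without F-F14. Vehicle-treated against untreated animals ranged from 46 (without F-F21) to 115 (without S-F23), with 47 without F-M07 and 46 without V-M19. Sex by methoprene ranged from 4 (without M-M08) to 739 (without M-M15), with 6 without M-M03, 11 without M-M04, 10 without M-M13 and V-F22, 31 without M-F20 and V-M10, 18 without M-F23, 9 without M-F24 and V-F24, 24 without V-M13, 20 without V-M14, 17 without V-M18, 8 without V-M19 and 14 without V-F27 and V-F29. The orientation list of males ranged from 449 (without S-M04) to 1476 (without S-M11), with 456 without F-M10. The orientation list of females ranged from 201 (without S-F23) to 659 (without S-F20), with 643 without S-F19 and 617 without S-F21. The orientation list of both sexes ranged from 52 (without S-F23) to 195 (without S-F19), with 184 without S-M11, 186 without S-F20 and 64 without S-F22.

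Of the named cDNAs, the calls of 62 of 67 for summer butterflies against all migrants, 25 of 38 for summer against untreated animals, 31 of 41 with methoprene, 11 of 14 for females against males and 10 of 14 for vehicle-treated against untreated animals held whichever animal was left out. The direction of 13 turned under the settings other than slide as a fixed covariate. With series as a covariate the log2 change with methoprene was 0.05 for glutathione S-transferase 4, -0.64 for prophenoloxidase-2s, 0.11 for BF01029A1E02_f1 and 0.17 for Vacuolar ATP synthase. Without the 3 slides of low signal the log2 change in summer against all migrants was 0.90 for BF01020A1C11_f1, 0.07 for calpain, small subunit 1, -0.04 for cactus CG5848-PD, isoform, 0.10 for BF01059B2B12_f1, 0.02 for glutathione peroxidase and -0.05 for both dpCryptochrome1 and dpShaggy, and with methoprene -0.03 for CG5045. With 75th-percentile scaling that of Myosin light chain in summer was 0.03.

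Clustering by the orientation cDNAs placed 34 of 39 animals with their state after centering and 23 of 28 after centering without the 3 slides of low signal, against 39 before. Taking out the relation to signal raised the animals given the right orientation state from 33 to 38 and those given the right reproductive state from 36 to 38. The exact permutation p of jhamt between summer and untreated females went from 0.032 to 0.079 on the table of normalized values, and that of allatotropin between summer and vehicle-treated females from 0.048 to 0.056 on linear values. The 18 previously cloned monarch genes as a list rose against other cDNAs with methoprene (camera, adjusted p = 0.027, and 0.047 in males), which ended with an estimated correlation (adjusted p = 0.68 for both). The alternative of linear values was not run for takeout, which was not analysed here.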

Differences from the paper's values

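The methods' t-test on the table of normalized values, signal over control probes as a covariate, the fits without the 3 slides of low signal and those on extraction day were chosen only after the values were seen. The counts of cDNAs past the study's unadjusted threshold are set beside the paper's here, with limma over all 8 conditions in place of the paper's t-test on each pair of groups. Of the 17 alternatives run for each count beside leaving out single animals, those not named stayed outside 1.5 times the paper's value.

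Between summer and methoprene-treated males 3605 cDNAs passed, and the paper's value is 985. Of the alternatives set before the data were examined, series as a covariate (1316) fell within 1.5 times, and leaving out single animals (3184 to 3982) did not. Between summer and untreated females 1531 passed, and the paper's value is 995. No background correction (1476), dim cDNAs left out (1374), slide as a random block (1399), series as a covariate (715), the methods' t-test on log2 values (858) and on linear values (771), only the conditions compared (855) and array weights (1045) fell within, as did 10 of the fits that each left out 1 animal (811 to 2064 in all). The methods' t-test on the table of normalized values, chosen after seeing the values, gave 1012, and so chosen, signal as a covariate gave 969, the fit without the 3 slides of low signal 901, extraction day as a covariate 1226 and the first extraction day alone 874. Between summer and methoprene-treated females 1544 passed, and the paper's value is 960. Slide as a random block (1318), the methods' t-test on log2 (951) and linear values (908), only the conditions compared (980), array weights (1265) and 6 of the fits without 1 animal (1037 to 1890 in all) fell within, and the t-test on the table of normalized values, chosen after seeing the values, gave 1022, and the first extraction day alone, so chosen too, 1435. The paper gives no IDs for these 3 counts, so the items dropped could not be counted.

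The orientation list of males held 714 cDNAs, and the paper's value is 410. Scaling to the 75th percentile (528), slide as a random block (357), the methods' t-test on log2 (401) and linear values (396), only the conditions compared (514) and 7 fits without 1 animal (449 to 1476 in all) fell within. The t-test on the table of normalized values, chosen after seeing the values, gave 424 and dropped 226 of the 470 cDNAs of the male sheet of Additional file 1, which lists more than the paper's 410. Signal as a covariate and the first extraction day alone, chosen after seeing the values, gave 497 and 380 and dropped 185 and 203 of them. The list of females held 406, and the paper's value is 212. The methods' t-test on log2 (202) and linear values (189), only the conditions compared (216), array weights (293) and 3 fits without 1 animal (201 to 659 in all) fell within, and the t-test on the table of normalized values, chosen after seeing the values, gave 237 and dropped 78 of the 211 cDNAs of the female sheet. Signal as a covariate, the fit without the 3 slides of low signal and the first extraction day alone, chosen after seeing the values, gave 286, 307 and 237 and dropped 96, 128 and 96 of them. In both sexes the list held 117, and the paper's value is 40. The methods' t-test on log2 (35) and linear values (31), only the conditions compared (43) and 1 fit without 1 animal (52 to 195 in all) fell within, and the t-test on the table of normalized values, chosen after seeing the values, gave 53 and dropped 22 of the 45 cDNAs that both sheets hold. Signal as a covariate and the first extraction day alone, chosen after seeing the values, gave 54 and 51 and dropped 18 and 19 of them. The JH-response list of both sexes held 38, and the paper's value is 23. The table of normalized values with limma (30), scaling to the 75th percentile (25), the methods' t-test on log2 (19) and linear values (16), only the conditions compared (24) and 12 fits without 1 animal (24 to 48 in all) fell within, and the t-test on the table of normalized values, chosen after seeing the values, gave 28 and dropped 7 of the 24 cDNAs that both sheets of Additional file 2 hold. Signal as a covariate, extraction day as a covariate and the first extraction day alone, chosen after seeing the values, gave 23, 21 and 23 and dropped 15, 12 and 12 of them.

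The paper states that jhamt did not differ significantly between summer and untreated females. Here the exact permutation p was 0.032 with 4 untreated females, 0.079 on the table of normalized values with 5 (run after the values were seen), and limma's p was 0.53.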

Other observations

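The relations of other cDNAs with jhamt were tested only after the result was seen. Females and males, which the paper does not compare directly, differed in 141 cDNAs over all states (65 higher in females and 76 higher in males). CG10407 was higher in females by 2.22 on the log2 scale (standard error 0.2, adjusted p = 7.1e-10 from limma), and CG12543 had a log2 change of -1.17 in females against males (0.1, adjusted p = 9.6e-11). Fruitless, a transcription factor of sexual behavior in Drosophila, was higher in females by 0.48 (0.11, adjusted p = 0.012). These 3 calls held under all alternatives (adjusted p 4.5e-10 to 0.002, 6.5e-15 to 2.3e-07 and 2.9e-05 to 0.031). Of cDNAs without a name, BF01034A1B08_f1 and BF01037A2A03_f1 were higher in females by 3.30 and 3.21, and BF14_2994_C1_Contig2994 and BF01032A1A07_f1 had log2 changes of -3.12 and -1.77 (adjusted p = 1.6e-20, 2.4e-24, 5e-22 and 5.2e-07). Jhamt was higher in females by 1.95 (0.44, adjusted p = 0.013), Probable cytochrome P450 by 1.52 (0.3, adjusted p = 0.0034) and CG30427 by 0.86 (0.2, adjusted p = 0.013), and these 3 calls ended with series as a covariate (adjusted p = 0.2, 0.11 and 0.13) and without the 3 slides of low signal (0.25, 0.2 and 0.14, the highest over their alternatives, of which the lowest were 0.0093, 0.0014 and 0.009). These 3 differences were largest in the untreated and vehicle-treated animals, where all 3 cDNAs were low in the 6 males with jhamt near the control probes (7.2 to 8.5 for Probable cytochrome P450 and 7.4 to 7.9 for CG30427, against 9.7 to 13.2 and 9 to 10.8 in all other animals). The mean of jhamt in females and males was 14.03 and 10.08 in untreated and 13.05 and 9.97 in vehicle-treated migrants, but 14.63 and 14.18 in summer butterflies and 13.44 and 13.13 in methoprene-treated migrants. In these 2 states the means were 12.36 and 12.02 and 11.07 and 11.26 for Probable cytochrome P450, and 10.34 and 10.35 and 10.11 and 9.86 for CG30427. The calls of prophenol oxidase activating enzyme precursor, CG6921 and CG15628 (log2 changes of 0.55, -0.49 and -0.46) ended with slide as a random block (adjusted p = 0.065, 0.054 and 0.1; 4.7e-05 to 0.65 over the alternatives) and each without S-M04, F-F14, M-M03, M-F23, V-M18 or V-F29 (highest adjusted p 0.079), those of CG6921 and CG15628 without most other single animals as well. The count was 364 without M-M15 and 76 with slide as a random block.

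Vehicle-treated migrants, housed for 14 days, differed from untreated migrants, housed for 2 days, in 78 cDNAs (12 higher and 66 lower after vehicle). The clock gene dpPeriod rose by 0.79 (standard error 0.12, adjusted p = 0.00029). A fas-associated protein fell by 0.76 (0.13, adjusted p = 0.0019), membrane-associated ring finger by 0.73 (0.14, adjusted p = 0.004), the hydrolase Bem46-like protein by 0.66 (0.1, adjusted p = 0.00035), chloride intracellular channel by 0.65 (0.12, adjusted p = 0.0038) and G protein-coupled receptor kinase 1, which turns off activated receptors, by 0.64 (0.11, adjusted p = 0.0012). All 6 calls held without the 3 slides of low signal (highest adjusted p 0.0083) and ended with slide as a random block (adjusted p = 0.12 to 0.5) and with series as a covariate (0.72 to 1; lowest over all alternatives 1.1e-06). Platelet-activating factor acetylhydrolase IB subunit alpha had the largest change of the named cDNAs that went in 1 direction in both sexes. It fell after vehicle by 0.88 (0.21, adjusted p = 0.026, and 0.6 with slide as a random block). The count was 47 without F-M07, 46 without F-F21 and 46 without V-M19, and limma called 0 with slide as a random block (390 unadjusted) and 0 with series as a covariate (294 unadjusted).

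In 4 lists that the text describes for summer butterflies, a minority of the cDNAs passed with methoprene. Of the 13 synapse and ion channel cDNAs, 5 rose with methoprene against vehicle and 1 fell (6 and 1 when adjusted over the list alone), among them soluble nsf attachment protein (snap), which rose by 0.49 (standard error 0.14, adjusted p = 0.012, and 0.27 with slide as a random block, 0.0022 to 1 over the alternatives), and 7 rose in summer against untreated animals (11 when adjusted over the list alone). Of 8 cDNAs of P450 enzymes and of sterol and isoprenoid synthesis, 2 rose with methoprene (3 when adjusted over the list alone) and 5 in summer against untreated animals (8). Of 7 cDNAs of oxidative stress, 3 fell with methoprene (3 when adjusted over the list alone) and 1 in summer against untreated animals (4). Of 18 previously cloned genes 4 rose with methoprene (6 when adjusted over the list alone), among them dpCasein_kinase_IIb, by 0.34 (0.07, adjusted p = 0.0013, and 0.12 with slide as a random block, 0.00037 to 1 over the alternatives), and the list rose as a set by camera (adjusted p = 0.027, and adjusted p = 0.68 with an estimated correlation). Of these 4 lists, Cytochrome P450-18a1 and Glutathione S-transferase 1 were the cDNAs that passed with methoprene when slide was a random block (adjusted p = 0.00098 and 0.026, with 2.9e-07 to 0.66 over the alternatives for both). In summer against untreated animals limma called 0 of each of these 4 lists with the block (11, 6, 4 and 5 unadjusted, in the order given). Apart from the previously cloned genes, the study chose these cDNAs on these animals, so the counts are not independent evidence of direction.

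Lists of other tissues that a brain sample could hold had few members. No named cDNA belonged to photoreceptors and the eye. Apolipophorin, of fat body and blood, had a log2 change of 0.25 in summer butterflies against all migrants (standard error 0.15, adjusted p = 0.19). Myosin light chain, of muscle, fell by 0.17 (0.05, adjusted p = 0.0096), a call that ended with slide as a random block (adjusted p = 0.15; 0.0042 to 0.82 over the alternatives) and a direction that turned with scaling to the 75th percentile (log2 change 0.03).

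A hypothesis is that cDNAs near jhamt in this data set follow the amount of corpora allata tissue. Among the 33 animals with jhamt at 11.9 or more, deviations from the group means were compared with those of jhamt for 9 cDNAs chosen after their values were seen. The second jhamt cDNA had r = 0.95 (permutation p = 1e-05, the smallest they can give, adjusted p = 9e-05; rho = 0.94, p = 1e-05). HMG Coenzyme A synthase had r = 0.60 (permutation p = 0.0025, adjusted p = 0.0075; rho = 0.56, p = 0.0044), Probable cytochrome P450 r = 0.48 (permutation p = 0.012, adjusted p = 0.018; rho = 0.50, p = 0.015), CG30427 r = 0.49 (permutation p = 0.008, adjusted p = 0.018; rho = 0.43, p = 0.022) and allatotropin r = 0.37 (permutation p = 0.03, adjusted p = 0.039; rho = 0.39, p = 0.034). Isopentenyl-diphosphate delta isomerase had r = 0.31 (permutation p = 0.074, adjusted p = 0.074; rho = 0.26, p = 0.16), which did not pass, Hydroxymethylglutaryl-CoA synthase r = 0.52 (permutation p = 0.01, adjusted p = 0.018; rho = 0.45, p = 0.025), and of 2 cDNAs without a name BF01060A1E08_f1 had r = 0.73 (permutation p = 0.0019, adjusted p = 0.0075; rho = 0.66, p = 0.0016) and BF14_1723_C1_Contig1804 r = 0.40 (permutation p = 0.047, adjusted p = 0.053; rho = 0.29, p = 0.13), which did not pass. Without the 2 animals farthest from the median of jhamt, r was 0.93, 0.63, 0.46, 0.51, 0.35, 0.27, 0.51, 0.62 and 0.29 in this order. With slide as a term beside the group it was 0.94, 0.60, 0.48, 0.31, 0.43, 0.22, 0.36, 0.75 and 0.25 (t test with the slide terms counted, adjusted p = 4.7e-08, 0.024, 0.1, 0.28, 0.13, 0.38, 0.21, 0.0017 and 0.36), so that the second jhamt cDNA, HMG Coenzyme A synthase and BF01060A1E08_f1 passed. Shuffling the residuals, which takes no account of the slide terms, gave adjusted p = 4.5e-05, 0.0012, 0.011, 0.11, 0.02, 0.22, 0.058, 4.5e-05 and 0.19. Because the cDNAs were chosen after their values were seen, low levels of them in the 6 males with jhamt near the control probes test nothing. Allatotropin, at 9.9 to 10.7 in these males and 9.6 to 11.1 in the others, and isopentenyl-diphosphate delta isomerase, at 13.9 to 14.4 and 14.2 to 14.9, overlapped, which argues against allatotropin following the same tissue in these males. A common amount of tissue would be consistent with the relations that passed, apart from that of allatotropin, and so would common regulation within the gland, which was not tested.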
